# Germline loss in *C. elegans* enhances longevity by disrupting adhesion between niche and stem cells

**DOI:** 10.1038/s44318-024-00185-3

**Published:** 2024-07-25

**Authors:** Meng Liu, Jiehui Chen, Guizhong Cui, Yumin Dai, Mengjiao Song, Chunyu Zhou, Qingyuan Hu, Qingxia Chen, Hongwei Wang, Wanli Chen, Jingdong Jackie Han, Guangdun Peng, Naihe Jing, Yidong Shen

**Keywords:** Gonadal Longevity, Niche, Cell Adhesion, *C. elegans*, Development, Signal Transduction, Stem Cells & Regenerative Medicine

## Abstract

Ageing and fertility are intertwined. Germline loss extends the lifespan in various organisms, termed gonadal longevity. However, the original longevity signal from the somatic gonad remains poorly understood. Here, we focused on the interaction between germline stem cells (GSCs) and their niche, the distal tip cells (DTCs), to explore the barely known longevity signal from the somatic gonad in *C. elegans*. We found that removing germline disrupts the cell adhesions between GSC and DTC, causing a significant transcriptomic change in DTC through *hmp-2*/β-catenin and two GATA transcription factors, *elt-3* and *pqm-1* in this niche cell. Inhibiting *elt-3* and *pqm-1* in DTC suppresses gonadal longevity. Moreover, we further identified the TGF-β ligand, *tig-2*, as the cytokine from DTC upon the loss of germline, which evokes the downstream gonadal longevity signalling throughout the body. Our findings thus reveal the source of the longevity signalling in response to germline removal, highlighting the stem cell niche as a critical signalling hub in ageing.

## Synopsis

How loss of the germline increases longevity in *C. elegans* has remained unknown. This study shows that germline ablation is sensed by adhesion disruption between germline stem cells (GSCs) and gonadal niche cells, altering stromal expression patterns and cytokine secretion for enhanced longevity signalling in distal tissues.

- Depletion of GSCs disrupts the cell adhesion with their niche, distal tip cells (DTCs), leading to transcriptome changes and enhanced longevity of worms.
- Translocation of HMP-2/β-catenin, and the GATA transcription factors, ELT-3 and PQM-1, are required for DTC-mediated longevity induction upon germline loss.
- TGF-β ligand TIG-2 is upregulated and secreted by DTCs upon germline loss, activating systemic longevity signalling pathways.

## Abstract (web summary)

Defective germline stem cell maintenance disrupts niche cell adhesion, altering transcription factor expression and growth factor secretion for increased longevity in the worm.

## Introduction

Reproduction and ageing tightly interact with each other. It has been shown in various organisms that the absence of germline significantly extends lifespan (Antebi, 2013; Flatt et al, 2008; Hsin and Kenyon, 1999; Kenyon, 2010; Min et al, 2012). Studies in the nematode *Caenorhabditis elegans* indicate that the somatic gonad generates an unknown signal to trigger a complex signalling network in other tissues to promote longevity when the germline is removed (Antebi, 2013; Hsin and Kenyon, 1999). Downstream of the somatic gonad-derived signal lies a complex genetic network (Antebi, 2013). For example, *daf-16*/FOXO controls gonadal longevity (Berman and Kenyon, 2006; Lin et al, 2001). The biosynthesis of dafachronic acids (DAs) and the subsequent activation of the nuclear hormone receptor DAF-12/FXR is another critical pathway driving gonadal longevity (Gerisch et al, 2007; Shen et al, 2012; Wollam et al, 2011). Intriguingly, the gonadal longevity signalling shares components with developmental timing machinery. In particular, the DA synthesis and DAF-12 activation are initiated at the end of germline development (Shen et al, 2012), implying that gonadal longevity could be from a checkpoint for germline integrity.

Despite the extensive understanding of the molecules controlling ageing upon germline ablation, the longevity signal from the somatic gonad remains poorly understood. Within the germline, the somatic gonad constitutes the niche of germ cells and regulates their development (Xie, 2008). It is the germline stem cells (GSCs) but not the oocytes or sperms that influence ageing (Arantes-Oliveira et al, 2002). Therefore, we hypothesize that the gonadal longevity signal originates from the somatic gonadal cells neighbouring GSCs because these cells have intensive interactions with GSCs as their niche and should be the first to sense their absence (Xie, 2008).

In this study, we found that removing worm germline disrupts the cell adhesions between GSC and its niche, the distal tip cell (DTC), causing a significant transcriptomic change in DTC through the translocation of two GATA transcription factors, *elt-3* and *pqm-1*, and the translocation of *hmp-2*/β-catenin. This, in turn, extends the lifespan of worms. Moreover, we further identified the TGF-β ligand, *tig-2*, as the cytokine from DTC upon germline ablation, which evokes the downstream longevity pathways throughout the body. Our findings thus reveal the origin of the longevity signalling in response to germline ablation, underscoring the interaction of stem cells and their niche in metazoan ageing.

## Results

### The loss of germline induces transcriptomic changes in the GSC niche

DTC at the end of the distal gonad in worms forms the niche encasing GSCs (Kimble and White, 1981). 

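Each RNA-Seq library was made from a pool of distal tip cells (DTCs), the somatic cells that cap the gonad arms, picked by micromanipulation from dissected and Pronase-treated gonads of worms expressing GFP under the *lag-2* promoter. The libraries were 4 from WT worms and 4 from *glp-1* mutants, which carry the temperature-sensitive allele e2141 and lack a germline. The RNA-Seq methods of the paper give 6 DTCs per sample, while the methods for isolating DTCs and a figure legend give around 12. The authors amplified the cDNA by PCR, sequenced it as paired-end reads, aligned the reads to the WBcel235 genome with Hisat2, and counted the reads on each gene with FeatureCounts. The authors deposited these counts without normalization for 46748 genes. Between 3806977 and 9164404 reads were counted per WT library, with a median of 6617558. In *glp-1* libraries the totals lay between 2754053 and 9983599, with a median of 4946564. The totals did not differ between genotypes (exact two-sided permutation test, p = 0.80, n = 4 libraries per genotype). A level of 3 counts, taken as the smallest that a library can show, corresponded to at most 1.21 CPM (counts scaled to the library total and its TMM factor), and this floor covers counting error only, because PCR copies are not independent molecules. Ribosomal RNA genes took 30.8% ± 4.28 (SD, n = 4) of the counts in WT and 25.0% ± 5.50 (SD, n = 4) in *glp-1*. Genes of the mitochondrial genome took 19.1% ± 4.14 in WT and 9.04% ± 4.75 in *glp-1* (SD, n = 4 each; exact two-sided permutation test, p = 0.0571). From these counts, levels were computed as CPM with edgeR's TMM normalization, and the genotypes were compared with edgeR's quasi-likelihood test on the 7935 genes kept by its filter on low counts. The median tagwise dispersion was 1.01. Library replicate numbers were not used to pair the samples.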

We isolated DTCs from both wild-type (WT) worms and the germlineless *glp-1* mutants at day 1 of adulthood for RNA-Seq (Arantes-Oliveira et al, 2002; Peng et al, 2019) (Fig. EV1A). RT-qPCR of tissue-specific genes showed that the isolated DTCs were of little contamination from other tissues (Fig. EV1B,C). 

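In the RNA-Seq counts, the marker genes of other tissues that the paper lists for its RT-qPCR differed in how many WT libraries they were read in. The germline gene *him-3* was read in all 4 and had 70.7 ± 47.1 CPM in WT (SD, n = 4) and 2.93 ± 5.86 in *glp-1* (SD, n = 4). Its log2 fold change was -4.66 (standard error 1.80, adjusted p = 0.130 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without *glp-1* library 2, which held all 29 of its *glp-1* reads, it was -11.9 (adjusted p = 0.00731 from that test). With all libraries, its adjusted p was 0.00136 from edgeR without a filter on low counts and 0.0106 from limma-voom. The muscle gene *myo-3* had 7.66 ± 15.3 CPM in WT, all from WT library 4 with 272 reads, and 76.7 ± 55.9 in *glp-1*, with an adjusted p of 0.290 from the same edgeR test and of 0.0138 without the filter. The intestinal gene *vha-6* had at most 15 reads in a WT library, and 621, 106, 1 and 0 reads in *glp-1* libraries 1 to 4. It did not pass the filter of edgeR, and DESeq2 gave an adjusted p of 0.0291. The neuronal gene *rgef-1* had 0 reads in every WT library and 96, 17, 42 and 1 reads in the *glp-1* libraries (adjusted p = 0.000435 from DESeq2, not tested by edgeR). The hypodermal gene *dpy-7* had 78 reads in WT library 3 and 0 in the other libraries. The gonadal sheath gene *lim-7* had 20 reads in WT library 1 and 0 in the other WT libraries, against 418, 26, 65 and 3 reads in the *glp-1* libraries. The reference gene *cdc-42* did not differ between genotypes, with 48.3 ± 8.84 CPM in WT and 53.3 ± 32.7 in *glp-1* (log2 fold change 0.16, standard error 0.64, adjusted p = 0.92 from edgeR). Longer marker sets, listed by name for 8 tissues or cell types, were tested with edgeR's fry test and Benjamini-Hochberg adjustment over the sets, and 5 passed the threshold. Of the 32 germline markers, 28 were tested, and the set was lower in *glp-1* (adjusted p = 0.000958 from fry in edgeR). The summed level of all germline markers was 5643 ± 3492 CPM in WT and 3457 ± 2379 in *glp-1* (SD, n = 4 each), and this sum did not differ (exact two-sided permutation test, p = 0.343). Without *perm-2*, which was higher in *glp-1* and was left out after its values were seen, the sum was 5476 ± 3432 in WT and 367 ± 143 in *glp-1* (SD, n = 4 each; exact permutation test, p = 0.0286). Markers of body wall muscle, with 11 genes tested, were higher in *glp-1* (adjusted p = 0.000865 from the same edgeR test), while their sum did not differ, with 12304 ± 9640 CPM in WT and 23281 ± 5742 in *glp-1* (SD, n = 4 each; exact permutation test, p = 0.114). Without *unc-54*, left out after its values were seen, the muscle sum was 299 ± 211 in WT and 3908 ± 2392 in *glp-1* (SD, n = 4 each; exact permutation test, p = 0.0286). Intestine markers, with 4 of 12 genes tested, were higher in *glp-1* as well (adjusted p = 0.0162 from edgeR), but not when WT replicate 3 was left out (adjusted p = 0.0878 from edgeR). The summed level of intestine markers was 55.3 ± 36.9 CPM in WT and 673 ± 791 in *glp-1* (SD, n = 4 each; exact two-sided permutation test, p = 0.0857). The vitellogenin genes *vit-1* to *vit-6* were not in this set, and each was upregulated in *glp-1*. *vit-5* had 50, 2, 3 and 6 reads in the WT libraries and 36518, 7821, 4945 and 2497 in the *glp-1* libraries (adjusted p = 0.00333 from edgeR). Markers of neuron and gonadal sheath were also higher by fry, while the sums of all their markers did not differ. The neuron sum was 2624 CPM in WT and 3708 in *glp-1* (exact permutation test, p = 0.40), and without *unc-119*, left out after its values were seen, it was 123 ± 82.2 in WT and 640.5 ± 166 in *glp-1* (SD, n = 4 each; exact permutation test, p = 0.0286). The sheath sum was 1043 in WT and 2021 in *glp-1* (exact permutation test, p = 0.143). Those of hypodermis, with 2 of 11 genes tested, did not pass the threshold. Division by *cdc-42* moved the number of sets to 6, with the hypodermis set at an adjusted p of 0.0370 from edgeR's fry test. The set of DTC genes did not differ (adjusted p = 0.95 from edgeR). The gene lists of the 5 tissues compared in the paper were not used here.

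**Figure D1:**
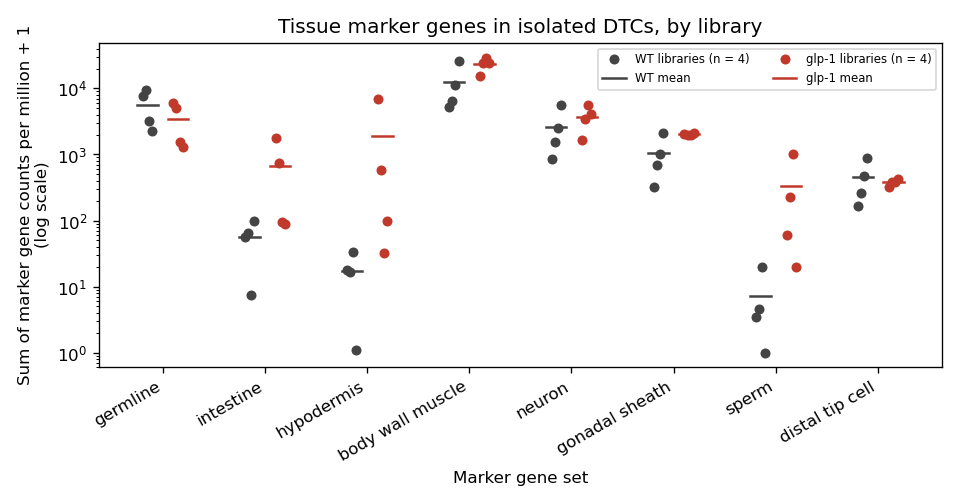
Summed CPM of the marker genes of each tissue or cell type plus 1, on a log axis, for the 4 WT and the 4 *glp-1* libraries, with the mean as a bar. Intestine markers averaged 55.3 CPM in WT and 673 in *glp-1*, and DTC markers averaged 448 in WT and 378 in *glp-1*.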

A comparison with genes specifically detected in five other worm tissues confirmed the purity of isolated DTCs (Wang et al, 2022) (Fig. EV1D). 

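Between 8864 and 11422 genes had at least 1 read in a WT library, and between 9439 and 11263 in a *glp-1* library. The numbers were 10042 ± 1144 in WT and 10394 ± 763 in *glp-1* (SD, n = 4 each), and did not differ between genotypes (exact two-sided permutation test, p = 0.63). The detection minimum moved the number most. With at least 10 reads required, the mean over the 8 libraries was 8217 genes in place of 10218. Of the genes whose change was followed by RT-qPCR, *acp-6*, *lipl-5*, *lys-2* and *ugt-61* had 0 reads in all 4 WT libraries. *lipl-5* (chromosome V, 385737 to 388090, WBcel235) had 7122, 1237, 672 and 57 reads in the *glp-1* libraries. Without *glp-1* library 1 its log2 fold change was 13.3 in place of 14.3. Its mean level of 409 ± 461 CPM in *glp-1* (SD, n = 4), most of it from library 1, was at least 779-fold higher than the level of 3 counts in WT (adjusted p = 0.00333 from edgeR). *lys-2* (V, 10280310 to 10281470) was at least 387-fold higher (adjusted p = 0.00282 from edgeR) and *ugt-61* (V, 4742427 to 4745378) at least 280-fold higher (adjusted p = 0.00165 from edgeR). *acp-6* (IV, 6424598 to 6426139) had 4466, 359, 1 and 153 reads in the *glp-1* libraries and did not pass the filter on low counts. Its mean level, most of it from library 1, was at least 388-fold higher than that of 3 counts in WT, and DESeq2 gave an adjusted p of 1.12e-06. *cey-2*, *cpg-1*, *gfat-2* and *hil-4* had at most 1 read in any *glp-1* library. *cey-2* (I, 5619569 to 5620668) had 507 ± 348 CPM in WT (SD, n = 4), and was at least 764-fold lower in *glp-1* (adjusted p = 0.000471 from edgeR). *cpg-1* (III, 4489359 to 4491396) was at least 592-fold lower, *gfat-2* (IV, 11410485 to 11413001) at least 370-fold lower and *hil-4* (V, 4754313 to 4755473) at least 330-fold lower, with adjusted p-values from edgeR of 0.000401, 0.000898 and 0.000471.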

Reads quality, the number of detected genes, and RT-qPCR of representative differentially expressed genes (DEGs) further confirmed the quality of the DTC-specific RNA-Seq datasets (Fig. EV1E–G).

**Figure EV1:**
RNA-Seq of the isolated DTCs from WT worms and *glp-1* mutants. (**A**) The workflow of isolating GFP-labelled DTCs from worms. Scale bar: 100 μm. (**B**) A list of tissue marker genes. (**C**) RT-qPCR analysis for the purity of isolated DTCs subjected to RNA-Seq. When gene expression was below the detection limit, the corresponding tissue contamination index was set as 10^−7^. At least 4 biological replicates were examined. Error bars: SD. (**D**) The expression of genes detected specifically in neuron (neu), intestine (int), body wall muscle (bwm), hypodermis (hyp), and coelomocyte (coel) by RNA-Seq (Wang et al, 2022) and in our DTC-specific RNA-Seq dataset. *cdc-42* serves as a reference gene for normalization. 345, 140, 33, 24, and 4 genes specifically detected in neu, int, bwm, hyp, and coel are analysed by their mean expression levels. Error bars: SEM. Unpaired *t*-test. At least 4 biological replicates were examined. (**E**) Reads quality of RNA-Seq on isolated DTCs. Quality shows the error rate of indicated bases. The higher the base quality value is, the less likely the base is mis-detected. The error rate corresponding to quality 30 is 99.9%, and 40 is 99.99%. (**F**) Detected genes in the indicated DTC samples. (**G**) RT-qPCR of isolated DTCs for the representative upregulated and downregulated genes identified by DTC-specific RNA-Seq. Unpaired *t*-test. At least 3 biological replicates were examined. Source data are available online for this figure.

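Principal component analysis was run on log2 CPM of the 7935 genes kept by edgeR's filter, centred and not scaled. The first component (PC1) held 47.7% of the variance and the second 13.8%. PC1 scores of the WT libraries lay between -155 and -81.8 and those of the *glp-1* libraries between 102 and 138, without overlap (exact two-sided permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). The scale moved this result most. On normalized counts without logarithm PC1 held 73.4% of the variance and its scores did not differ between genotypes (exact permutation test, p = 0.54). Average-linkage clustering on 1 minus Pearson's correlation placed all 8 libraries in the branch of their own genotype. Pearson's r across genes was between 0.555 and 0.793 for pairs of WT libraries, between 0.620 and 0.700 for pairs of *glp-1* libraries, and between 0.179 and 0.450 for pairs of different genotype. Genes are not independent replicates, and these values describe the libraries. The gene *glp-1* itself (chromosome III, 9092241 to 9099683, WBcel235) had 546, 2506, 380 and 1223 reads in the WT libraries and 0, 0, 1 and 0 in the mutant libraries, at least 238-fold lower in the mutants (adjusted p = 0.000353 from edgeR's quasi-likelihood test). Of the 28 germline markers tested, 19 were downregulated as well. The *glp-1* reads may come from germ cells carried along with WT DTCs, and they do not show a change within DTCs. The DTC gene *lag-2* did not differ, with 353 ± 257 CPM in WT and 288 ± 47.6 in *glp-1* (SD, n = 4 each; adjusted p = 0.82 from edgeR).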

Principal component analysis and hierarchical clustering of the DTC-specific RNA-Seq datasets indicated that the transcriptome in DTCs underwent remarkable changes when the germline was removed by mutating *glp-1* (Fig. 1A,B, Dataset EV1). Among the 20,486 genes identified in DTCs, the loss of germline induced significant upregulation of 1277 (6.2%) and downregulation of 966 (4.7%) genes (Fig. 1C). 

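At least 1 read in any library was counted on 20486 genes. With the cut-offs of the paper, an adjusted p-value under 0.05 and a fold change above 2, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment found 415 upregulated and 456 downregulated genes among the 7935 genes tested. The tool moved these numbers by the most genes, and leaving out WT replicate 2 lowered the downregulated genes to 205. DESeq2, the tool of the paper, with its defaults on the same counts found 1277 upregulated and 960 downregulated genes, of which 404 and 454 were also found by edgeR. Of the 415 upregulated genes, 155 had at most 3 reads in each WT library, and 184 of the 456 downregulated genes had at most 3 reads in each *glp-1* library. The genotypes did not overlap for 399 of these upregulated and 450 of these downregulated genes. For DESeq2 they did not overlap for 725 of 1277 upregulated and 782 of 960 downregulated genes. Of the upregulated genes of DESeq2, 428 had 0 reads in a *glp-1* library, against 1 of those of edgeR. DESeq2 was run on all 20486 genes with a read, while edgeR tested only genes past its filter on low counts. A gene without reads in WT and in a *glp-1* library could not pass that filter. These contrasts therefore do not compare the calls of the tools on the same genes. Over the 7935 genes tested by edgeR, the genotypes did not overlap for 24.3%, where chance gives 2.86%. By log2 fold change, the largest increases among the edgeR DEGs without overlap were those of the collagen genes *col-139* (chromosome V, 4652382 to 4653986, WBcel235) and *col-159* (V, 13198230 to 13199315), *lipl-5*, *icl-1* (V, 724207 to 728103) and *lys-2*. *col-139* had 17709 reads in *glp-1* library 1 and 316, 411 and 12 in *glp-1* libraries 2 to 4. Its mean level was at least 1302-fold higher than the 3-count level in WT (adjusted p = 0.0102 from edgeR). This bound rests on library 1, which had 2542 CPM against at most 128 in the other *glp-1* libraries. Without library 1 the log2 fold change of *col-139* was 11.6 in place of 15.0 (adjusted p = 0.0127 from edgeR). DESeq2 gave no p-value for *col-139* and *col-159*, whose counts it marked as outliers, and limma-voom gave *col-139* an adjusted p of 0.0744. *icl-1* was at least 657-fold higher (adjusted p = 0.000898 from edgeR). Among the largest decreases were *gln-6* (IV, 9739202 to 9740901), at least 283-fold lower (adjusted p = 0.000478 from edgeR), and C27C7.1 (I, 11439287 to 11440710), at least 270-fold lower (adjusted p = 0.000973 from edgeR). These 7 genes had 0 reads in every library of the genotype with the lower level. From the principal component analysis and the clustering, the paper concludes that the transcriptome of DTCs changed with the loss of the germline, and it then gives the number of DEGs.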

Notably, the DEGs in DTCs were overlapping but different from those in the whole worm (Nakamura et al, 2016) (Fig. 1C). Gene set enrichment analysis (GSEA) by WormCat showed that germline removal altered similar biological pathways in DTC and in the worm (Fig. 1D and Dataset EV2). 

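The gene lists of WormCat were not used here, and 19 families were instead taken by gene name and tested among the DEGs of edgeR, with the 7935 genes tested as background (one-sided Fisher's exact test, Benjamini-Hochberg adjustment over 38 tests). In total 9 families were enriched among the upregulated DEGs of the DTC libraries and 6 among the downregulated. Collagens were the most enriched upward, with 23 of 30 genes tested (odds ratio 62.8, adjusted p = 1.02e-22 from Fisher's exact test). *col-140* had 168477 reads in *glp-1* library 1, against 5365, 2019 and 777 in the other *glp-1* libraries and at most 156 in WT. *col-124* had 116606, against 2791, 397 and 428. The hypodermis marker sum was also highest in that library. For collagens and muscle genes, RNA carried along from other tissues cannot be told apart from a change within DTCs. Of 20 muscle genes 7 were upregulated (odds ratio 9.90, adjusted p = 0.000331, Fisher's exact test). For the stress response terms, 5 of 16 C-type lectins (adjusted p = 0.00490, Fisher's exact test) and 5 of 17 glutathione S-transferases (adjusted p = 0.00591) were upregulated, while 2 of 9 UDP-glucuronosyltransferases did not pass the threshold (adjusted p = 0.183). Among the DEGs of DESeq2 with its own background, 12 of 32 UDP-glucuronosyltransferases were upregulated (adjusted p = 0.000322, Fisher's exact test), and the camera test of limma gave this family an adjusted p of 0.0115. For lipid metabolism, 4 of 11 fatty acid binding proteins were upregulated (adjusted p = 0.00641). Downward, 27 of 76 cytosolic ribosomal proteins (odds ratio 9.54, adjusted p = 5.90e-14, Fisher's exact test) and 6 of 8 PUF RNA-binding proteins (odds ratio 49.7, adjusted p = 1.12e-05) were enriched. The direction of the median log2 fold change of each of the 19 families was the same under the 4 scalings tried, also relative to the median of all genes. Leaving out WT replicate 1 moved the number of families from 15 to 11, and the camera test of limma and the DEGs of DESeq2 each moved it to 17. Genes of a family are not independent, and reads of near-identical members such as collagens could be split between them by the counting. Whole-worm data were not used here.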

Some of these pathways, such as ‘stress response’, ‘metabolism’ and ‘proteolysis’, are known to regulate ageing (Lopez-Otin et al, 2013). Nevertheless, the upregulated genes in DTC were also enriched in a few specific pathways, including ‘signalling’ (Fig. 1D and Dataset EV2), implying that the germline removal could trigger unique changes in DTC other than general longevity phenotypes.

**Figure 1:**
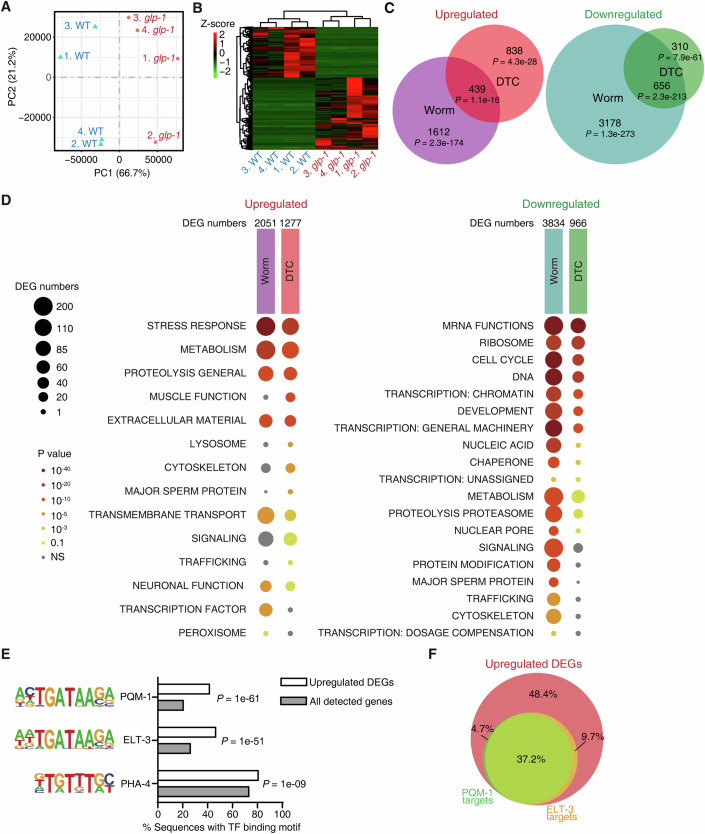
The loss of germline induces a substantial transcriptomic change in DTCs. (**A**) Principal component analysis (PCA) of the mRNA profiling in the distal tip cells (DTCs) of indicated strains at day 1 of adulthood. Component 1 accounts for 66.7% of the variation. *glp-1* is a mutant without germline. (**B**) A heatmap depicting the differential expression of all responsive genes in the DTCs of indicated strains. (**C**) Venn diagrams comparing the differentially expressed genes (DEGs) in the whole worm and DTC upon the mutation of *glp-1*. Hypergeometric probability test. (**D**) Gene set enrichment analysis of the DEGs in DTC upon the loss of germline. Analysis was performed using WormCat. Category 1 is shown. See Dataset EV2 for the information of Categories 2 and 3. Fisher’s exact test. (**E**) Top three transcription factors (TFs) predicted to drive the upregulated DEGs in *glp-1* DTCs by HOMER. TFs were identified and ranked by the enrichment of their binding motifs in the gene promoters. All detected genes in DTC serve as background. Hypergeometric probability test. (**F**) A comparison of predicted targets of ELT-3 and PQM-1 in the upregulated genes in the DTC of *glp-1* mutants.

By analysing the consensus sites in the promoter regions of DEGs with HOMER (Heinz et al, 2010), we found that the GATA transcription factors (TFs), ELT-3 and PQM-1, could regulate 46.9% and 41.9% upregulated genes, respectively (Fig. 1E,F). Both TFs are reported to regulate ageing (Budovskaya et al, 2008; Tepper et al, 2013). Interestingly, the binding motifs of the two TFs are highly similar, with a difference of only one nucleotide (Fig. 1E). Consequently, their targets are largely overlapping, constituting 51.6% of upregulated genes in DTC upon germline removal (Fig. 1F). The expression of ELT-3::mCherry and PQM-1::mCherry in DTC showed no difference between WT worms and *glp-1* mutants (Fig. EV2), suggesting that they could be regulated through their interactors.

**Figure EV2:**
The loss of germline does not change the expression of ELT-3 or PQM-1 in DTC. (**A**) The expression of ELT-3::mCherry or PQM-1::mCherry in the DTC of indicated strains. Representative optical slices focusing on DTC soma are shown. Scale bar: 5 μm. (**B**) Quantification of the fluorescent intensity of ELT-3::mCherry and PQM-1::mCherry in the DTC of indicated strains. Error bars: SEM. Unpaired *t*-test. At least 19 biological replicates (DTCs) were examined. Source data are available online for this figure.

### PQM-1 and ELT-3 in DTC induce gonadal longevity

Gonadal longevity is triggered at the fourth larval stage (L4), concurring with the start of large-scale germ cell proliferation (Hubbard and Greenstein, 2005; Shen et al, 2012). Therefore, DTC is likely to emit longevity signals in response to the absence of adjacent GSCs at L4. Following this speculation, we performed DTC-specific RNAi against *elt-3* or *pqm-1* from L3 to examine whether the two TFs in DTC control gonadal longevity (Linden et al, 2017) (Fig. EV3). Indeed, the longevity induced by the laser-ablation of germline was also blocked by *elt-3* or *pqm-1* RNAi in DTC (Fig. 2A,B). Similarly, DTC-specific inhibition of *elt-3* or *pqm-1* abolished the extended lifespan in the *glp-1* mutants (Fig. 2C). Mutating *elt-3* or *pqm-1* also suppressed the longevity of *glp-1* mutants (Fig. 2D). Therefore, *elt-3* or *pqm-1* in DTC promotes longevity upon the loss of germline.

**Figure 2:**
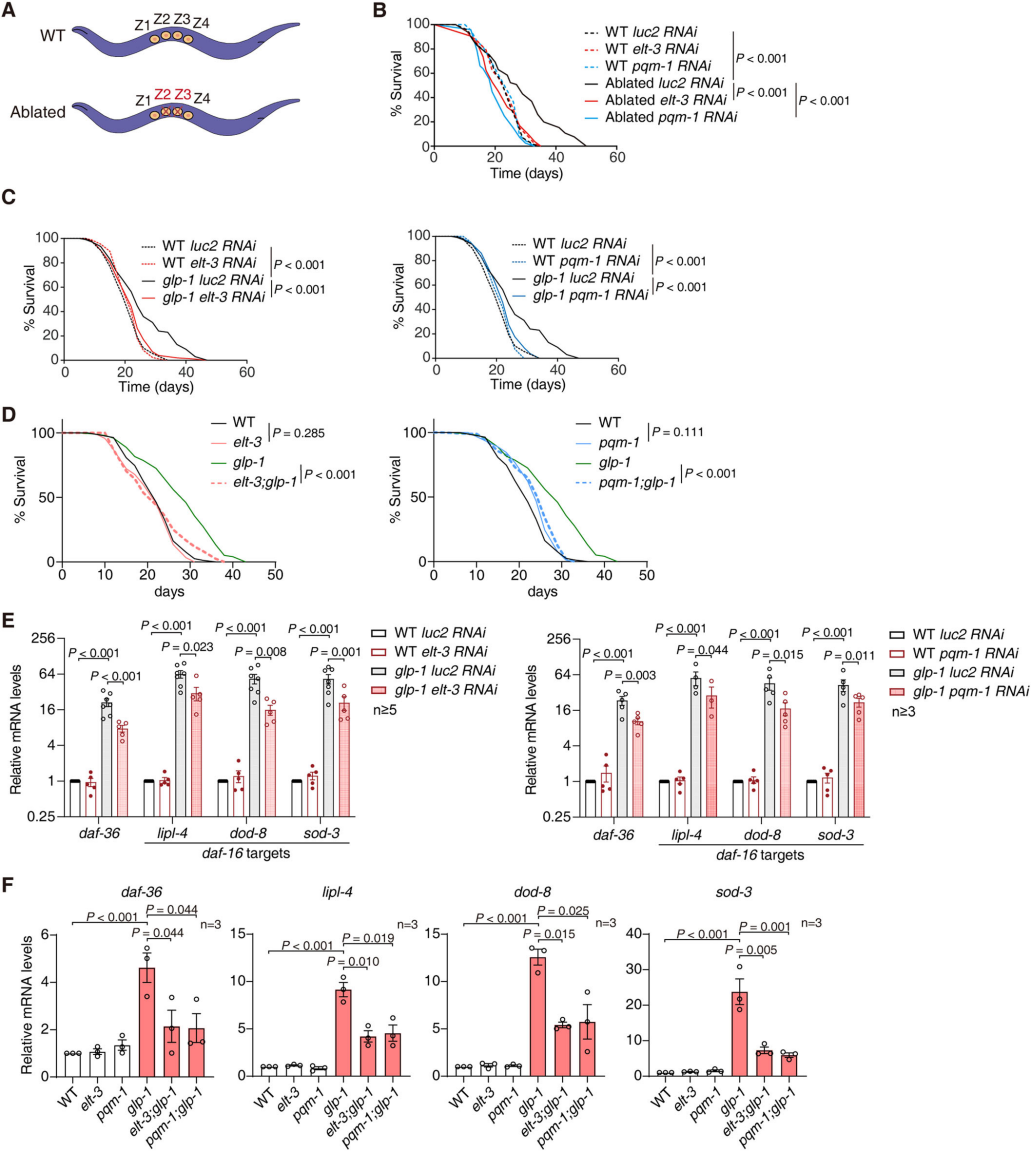
Two GATA transcription factors in DTC regulate gonadal longevity. (**A**) A depiction of the laser ablation to remove the worm germline. Z1 and Z4 cells develop into the somatic gonad, whereas Z2 and Z3 into the germline. (**B**) DTC-specific RNAi against *elt-3* or *pqm-1* abrogates the extended lifespan upon the laser ablation of the germline. Laser ablation of the germline extends the median lifespan by 16.0% upon DTC-specific RNAi against *luc2*, whereas has no effect when *elt-3* or *pqm-1* is inhibited. (**C**) DTC-specific RNAi against the GATA TF *elt-3* (left) or *pqm-1* (right) suppresses the extended lifespan of *glp-1* mutants (12.7% extension in median lifespan). (**D**) Survival curves of indicated strains. A representative biological replicate is shown. (**E**) The mRNA levels of *daf-36*, and *daf-16* target genes in WT or *glp-1* mutants with DTC-specific RNAi against indicated genes at day 1 of adulthood. Error bar: SEM. At least 3 biological replicates were examined. (**F**) RT-qPCR of *daf-36* and three *daf-16* target genes (*lipl-4*, *dod-8*, and *sod-3*) in the indicated strains. Error bar: SEM. 3 biological replicates were examined. The firefly luciferase gene, *luc2*, serves as the negative control in RNAi assays. Mantel-Cox test in (**B**) to (**D**), unpaired *t*-test in (**E**), one-way ANOVA with Tukey’s test in (**F**). A representative biological replicate is shown for lifespan analyses in (**B**) and (**C**). See source data for other biological replicates of (**B**–**D**) and detailed statistics. Source data are available online for this figure.

**Figure EV3:**
The validation of the specificity of RNAi in DTC. (**A**) Representative images of RNAi against mNG in DTC and GFP in other indicated tissues in the strain of DTC-specific RNAi. The strain for DTC-specific RNAi is a *rde-1* mutant with *rde-1* rescued in DTC via a single copy transgene, as reported by Sherwood lab. mNG was driven by the promoter of *lag-2*, whereas GFP was by the promoter of *sur-5*. Arrowheads denote the tissues of interest. L4: the 4th larval stage, D1: day 1 of adulthood. Scale bar: 10 μm. (**B**) The fluorescent intensity of mNG in DTC and GFP in other tissues upon indicated DTC-specific RNAi treatment. Error bars: SD. Unpaired *t*-test. At least 3 biological replicates were examined. (**C**) RNAi against *gfp* efficiently reduces the expression of *sur-5p::GFP* in WT worms. Note that the GFP signal in neurons are barely affected by *gfp* RNAi due to the insensitivity of RNAi in this tissue. Arrows denote intestine, arrowheads denote head neurons. Scale bar: 100 μm. (**D**) The survival curves of *glp-1* and *rde-1;glp-1* mutants. Mantel-Cox test. A representative biological replicate is shown for lifespan analyses. See source data for other biological replicates and detailed statistics. (**E**) The transcription of indicated genes in *glp-1* and and *rde-1;glp-1* mutants. Error bars: SEM. Unpaired *t*-test. 3 biological replicates were examined. The firefly luciferase gene, *luc2*, serves as the negative control in RNAi assays. Source data are available online for this figure.

DA/*daf-12* pathway and *daf-16* signalling are essential in gonadal longevity (Antebi, 2013). Upon the loss of germline, the critical enzyme in DA biosynthesis, *daf-36*/Rieske-like oxygenase, and *daf-16* target genes are upregulated to drive longevity (Berman and Kenyon, 2006; Gerisch et al, 2007; Hsin and Kenyon, 1999; Shen et al, 2012; Wang et al, 2008; Wollam et al, 2011). To examine whether DTC controls DA/*daf-12* and *daf-16* signalling, we examined the expression of *daf-36* and a group of *daf-16* targets (i.e., *lipl-4*, *dod-8*, and *sod-3*) upon DTC-specific RNAi against *elt-3* or *pqm-1*. In line with their regulation on lifespan (Fig. 2B,C), suppressing *elt-3* or *pqm-1* in DTC significantly inhibited the upregulation of *daf-36* and *daf-16* targets in *glp-1* mutants (Fig. 2E), indicating that DTC induces both DA/*daf-12* and *daf-16* signalling in response to germline loss. Mutating *elt-3* or *pqm-1* also suppressed the induction of *daf-36* and *daf-16* targets in *glp-1* mutants (Fig. 2F), confirming their requirements in gonadal longevity signalling.

### DTC perceives the absence of GSCs through cell adhesions

DTC is a claw-like cell enwrapping GSCs and other germ cells with its soma and numerous dendritic protrusions. Worm GSCs physically contact DTC through E-cadherin-based cell adhesions to retain their stem cell properties (Ferraro et al, 2010; Gordon et al, 2019) (Fig. 3A). *hmr-1* is the worm ortholog of E-cadherin (Costa et al, 1998). As reported (Gordon et al, 2019), we observed in DTC that endogenously GFP-tagged HMR-1 formed cell adhesions on the cell membrane facing GSCs (Fig. 3B, Movie EV1 and EV2). Moreover, HMR-1::GFP-labelled cell adhesions were also present on the dendritic structures of DTC (Fig. 3B and Movie EV2).

**Figure 3:**
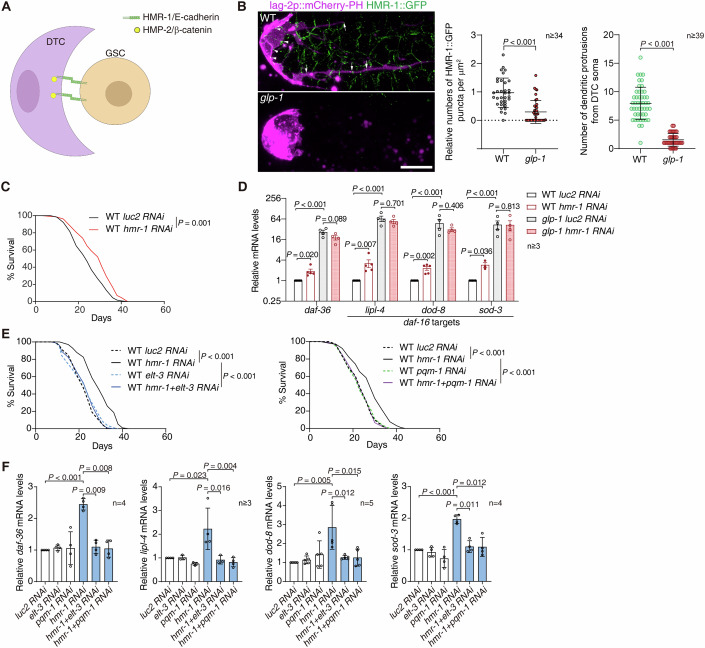
The loss of cell adhesions between DTC and GSC induces gonadal longevity. (**A**) A diagram showing the E-cadherin-based cell adhesions between DTC and germline stem cells (GSCs). (**B**) Germline removal reduces the number of the DTC-GSC adhesions and the dendritic protrusions of DTC. The worm ortholog of E-cadherin, HMR-1, was endogenously tagged by GFP. lag-2p::mCherry-PH labels DTC membrane. Note the obvious reduction of HMR-1::GFP labelled DTC-GSC adhesions at both DTC soma (arrowheads) and dendritic protrusions (arrows). DTC morphology undergoes significant change with a remarkable reduction in dendritic protrusions in *glp-1* mutants. Representative Z-stacking of confocal microscopic images are shown. Scale bar: 10 μm. Also see Movie EV1 and EV2. The density of HMR-1::GFP puncta on the DTC soma surface towards GSC (arrows) and the number of dendritic protrusions from DTC soma were measured. At least 34 biological replicates (DTCs) were examined. Error bars: SD. (**C**) DTC-specific RNAi against *hmr-1* extends lifespan (7.8% extension in median lifespan). (**D**) Inhibiting *hmr-1* in DTC upregulates the expression of indicated genes in WT worms but not in *glp-1* mutants. Error bars: SEM. At least 3 biological replicates were examined. (**E**, **F**) Survival curves (**E**) and the expression of indicated genes (**F**) in WT worms subjected to indicated DTC-specific RNAi treatments. Note that *elt-3* or *pqm-1* in DTC is required for the extended lifespan (24.7% extension in median lifespan) and increased expression of *daf-36* and *daf-16* targets induced by DTC-specific RNAi against *hmr-1*. At least 3 biological replicates were examined in (**F**). Error bars: SD. The firefly luciferase gene, *luc2*, serves as the negative control in RNAi assays. Unpaired *t*-test in (**B**) and (**D**), Mantel-Cox test in (**C**) and (**E**), paired *t*-test in (**F**). A representative biological replicate is shown for lifespan analyses in (**C**) and (**E**). See source data for other biological replicates of (**C**) and (**E**) and detailed statistics. Source data are available online for this figure.

In *glp-1* mutants deficient of GSCs, DTC underwent a remarkable morphological change as reported (Linden et al, 2017), with most of its dendritic structures diminishing (Fig. 3B, Movie EV1 and EV2), suggesting a dramatic change in its cell adhesions. We next focused on the relatively unchanged cell body of DTC and found the enrichment of HMR-1::GFP-labelled adhesions was reduced remarkably (Fig. 3B, Movie EV1 and EV2), whereas a non-relevant membrane bound mCherry-PH protein remained unchanged (Fig. EV4A). Considering the loss of DTC dendritic structures and the cell adhesions on them (Fig. 3B), the actual decrease of DTC-GSC adhesions could be more severe than our observation in DTC cell body (Fig. 3B). Therefore, DTC could sense the absence of GSCs via the loss of the in-between cell adhesions.

**Figure EV4:**
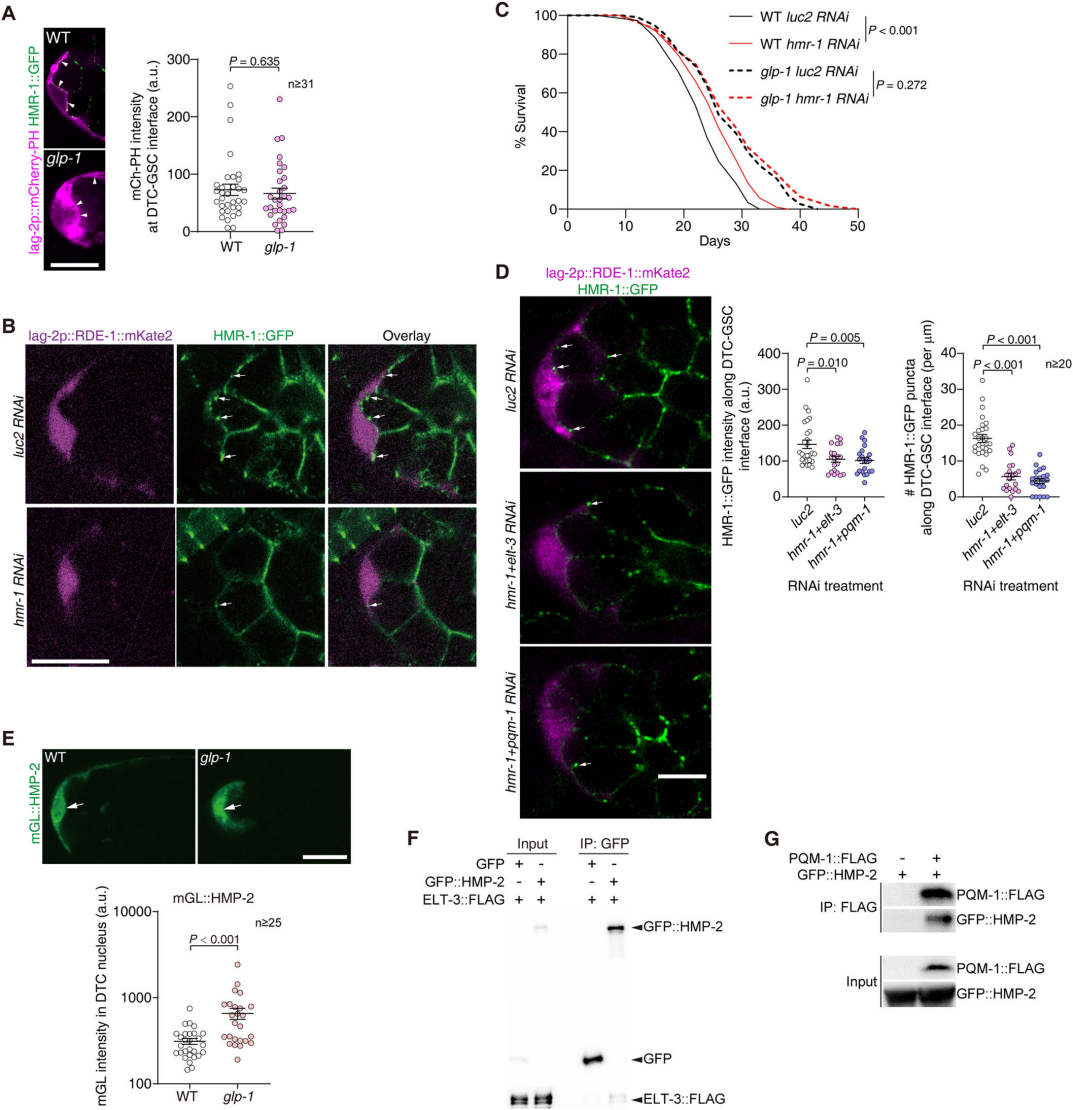
The reduction of cell adhesions between DTC and GSC induces gonadal longevity. (**A**) The membrane bound mCherry-PH is not decreased at DTC-GSC interface (arrowheads), unlike HMR-1::GFP labelled cell adhesions. Two optical slices from the Z-stack in Fig. 3B are shown. Unpaired *t*-test. Error bars: SEM. Scale bar: 10 μm. At least 31 biological replicates (DTCs) were examined. (**B**) DTC-specific RNAi against *hmr-1* reduced DTC-GSC adhesions (arrows) but not the adhesions in other germline cells. lag-2p::RDE-1::mKate2 labels DTC. Representative optical slices focusing on DTC soma are shown. Scale bar: 10 μm. (**C**) DTC-specific RNAi against *hmr-1* extends the lifespan of WT worms (8.7% extension in median lifespan) but not that of *glp-1* mutants. Mantel-Cox test. A representative biological replicate is shown. See source data for other biological replicates and detailed statistics. (**D**) HMR-1::GFP signal along the DTC-GSC interface and DTC-GSC adhesions (arrows) are significantly reduced upon the DTC-specific double RNAi against *hmr-1* and indicated GATA TFs (same as Fig. 3E, F). Representative optical slices focusing on DTC soma are shown. Scale bar: 5 μm. Unpaired *t*-test. Error bars: SEM. At least 20 biological replicates (DTCs) were examined. (**E**) The nuclear localization of mGreenLantern (mGL)-tagged HMP-2 (arrows) is increased in the DTC of *glp-1* mutants. Representative optical slices focusing on DTC soma are shown. Scale bar: 10 μm. Error bars: SEM. Unpaired *t*-test. At least 25 biological replicates (DTCs) were examined. (**F**, **G**). Co-immunoprecipitation of ELT-3::FLAG (**F**) or PQM-1::FLAG (**G**) with GFP::HMP-2 in HEK293T cells. The firefly luciferase gene, *luc2*, serves as the negative control in RNAi assays. Source data are available online for this figure.

Disrupting the DTC-GSC adhesions via DTC-specific *hmr-1* RNAi in WT worms from L3 extended lifespan (Figs. 3C and EV4B) and upregulated *daf-36* and the target genes of *daf-16* (Fig. 3D), supporting that the DTC-GSC adhesions regulates gonadal longevity. The DTC-GSC adhesions were already disrupted upon germline removal (Fig. 3B). We then knocked down *hmr-1* in the DTC of *glp-1* mutants to confirm whether it controls gonadal longevity through the DTC-GSC adhesions. If so, the DTC-specific RNAi against *hmr-1* should have no corresponding phenotypes. Indeed, inhibiting *hmr-1* in the DTC of *glp-1* mutants did not affect lifespan or the expression of *daf-36* or *daf-16* targets (Figs. 3D and EV4C).

To further examine the role of the DTC-GSC adhesions in gonadal longevity, we examined its epistasis with *elt-3* and *pqm-1* in DTC. If suppressing *elt-3* or *pqm-1* in DTC blocks the *hmr-1* RNAi-induced phenotypes, *hmr-1* (i.e., the DTC-GSC adhesions) should function upstream of these two TFs. Double RNAi against *hmr-1* and *elt-3*, or *hmr-1* and *pqm-1* in DTC abolished the extended lifespan by DTC-specific *hmr-1* RNAi (Fig. 3E), while efficiently disrupting DTC-GSC adhesions (Fig. EV4D). The increased expression of *daf-36* and *daf-16* targets upon the DTC-specific suppression of *hmr-1* was similarly inhibited in the worms treated by double RNAi (Fig. 3F). Therefore, the loss of GSCs activates the longevity signal in DTC through reducing the DTC-GSC adhesions.

### β-catenin activates GATA TFs in DTC upon the loss of DTC-GSC adhesions

β-catenin binds to E-cadherin and is translocated from the cell membrane into the nucleus upon the disruption of cell adhesions (Orsulic et al, 1999). Besides, β-catenin is reported to interact with GATA TF to regulate its activity (Iyer et al, 2018). Therefore, the loss of the DTC-GSC adhesions upon germline removal could trigger *elt-3* and *pqm-1* through β-catenin in DTC.

HMP-2, orthologous to β-catenin, interacts with HMR-1/E-cadherin and is localised at the DTC-GSC adhesion (Costa et al, 1998; Gordon et al, 2019). Like HMR-1::GFP, the HMP-2 complex, labelled by endogenously tagged GFP::HMP-2, decreased on the DTC membrane facing GSCs in *glp-1* mutants (Fig. 4A). DTC-specific RNAi against *hmr-1* consistently suppressed GFP::HMP-2 on DTC membrane facing GSCs (Fig. 4B). Because the fluorescence of the endogenously GFP-tagged HMP-2 is too weak to examine its nuclear localization (Fig. 4A,B), we next pursued its nuclear translocation by an extrachromosomal array and a more potent fluorescent tag, mGreenLantern (mGL) (Campbell et al, 2020). As we speculated, the nuclear localization of mGL-tagged HMP-2 in DTC was increased in *glp-1* mutants, compared to that in WT worms (Fig. EV4E). Moreover, GFP::HMP-2 was co-immunoprecipitated with ELT-3::FLAG and PQM-1::FLAG (Fig. EV4F,G), suggesting HMP-2 could interact with the two GATA TFs in DTC. Therefore, HMP-2 translocates into DTC nucleus and activates the two GATA TFs upon the loss of germline.

**Figure 4:**
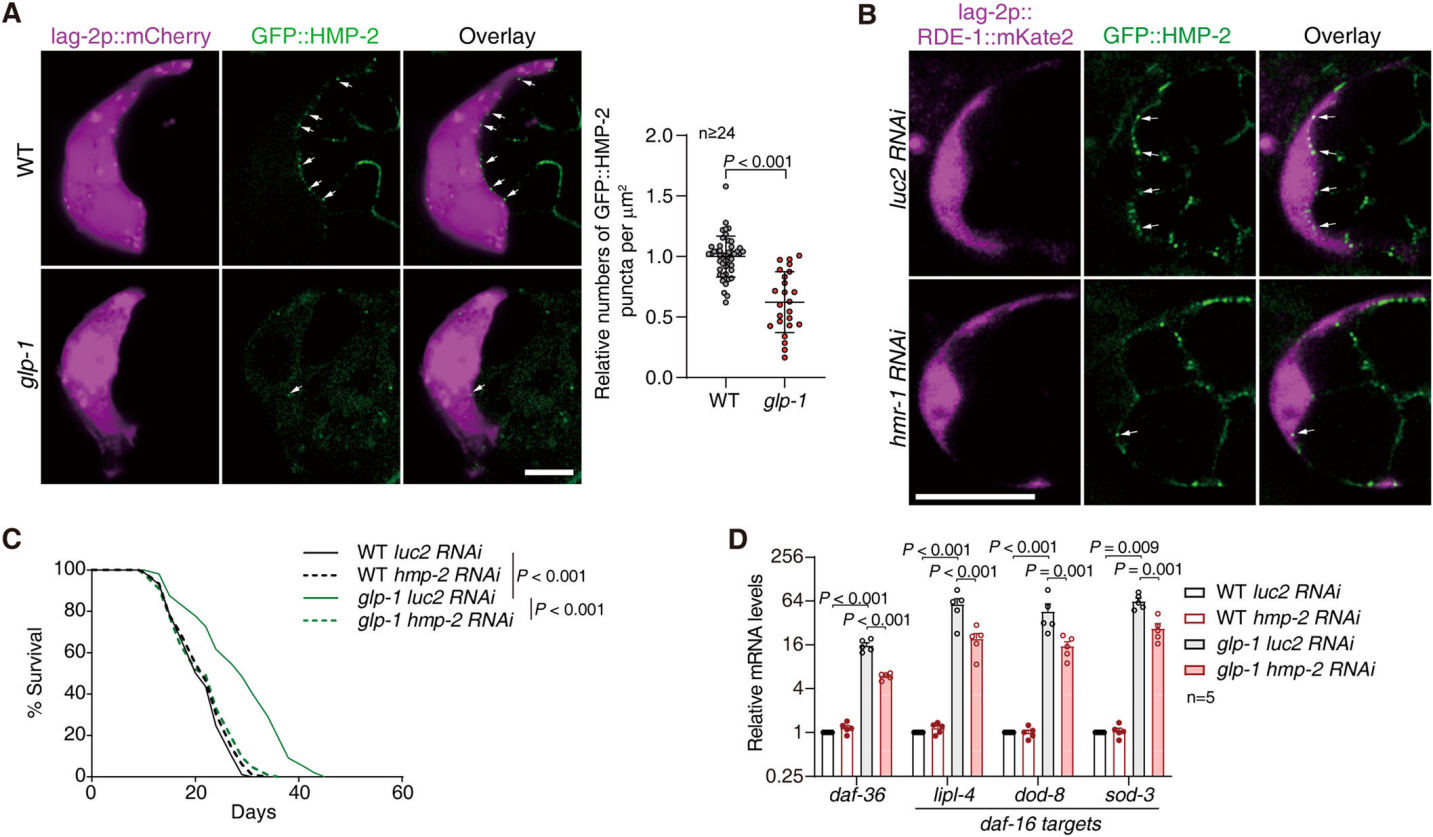
HMP-2/β-catenin in DTC is required for gonadal longevity. (**A**) GFP::HMP-2 complex on the DTC membrane facing GSC (arrows) is reduced in *glp-1* mutants. The worm ortholog of β-catenin, *hmp-2*, was endogenously tagged with GFP, whereas mCherry was driven by the promoter of a DTC-marker gene, *lag-2*. Representative optical slices focusing on DTC soma are shown to better present the changes in cell adhesion complexes. Scale bar: 5 μm. At least 24 biological replicates (DTCs) were examined. Error bars: SD. (**B**) The fluorescence of GFP::HMP-2 in DTC upon the indicated DTC-specific RNAi treatments. Arrows denote representative cell adhesions between DTC and GSC. Note that DTC-specific RNAi against *hmr-1* reduced GFP::HMP-2 only in DTC (lag-2p::RDE-1::mKate2) but not in adjacent germline cells. Representative optical slices focusing on DTC soma are shown. Scale bar: 10 μm. (**C**, **D**) DTC-specific RNAi against *hmp-2* inhibits longevity (43.8% extension in median lifespan) (**C**) and the increased levels of indicated genes (**D**) in *glp-1* mutants. 5 biological replicates were examined. Error bars: SEM. The firefly luciferase gene, *luc2*, serves as the negative control in RNAi assays. Unpaired *t*-test in (**A**), Mantel-Cox test in (**C**), paired *t*-test in (**D**). A representative biological replicate is shown for lifespan analyses in (**C**). See source data for other biological replicates of (**C**) and detailed statistics. Source data are available online for this figure.

We further examined the lifespan of WT worms and *glp-1* mutants upon DTC-specific RNAi of *hmp-2*. Inhibiting *hmp-2* in DTC suppressed the longevity of *glp-1* mutants as expected (Fig. 4C). The upregulation of *daf-36* and *daf-16* targets in *glp-1* mutants were accordingly inhibited by DTC-specific RNAi against *hmp-2* (Fig. 4D). These results then indicate that *hmp-2* functions in the signalling from the DTC-GSC adhesions to GATA TFs in DTC.

### A TGF-β ligand from DTC regulates longevity upon the loss of germline

There are only two DTCs in *C. elegans*, which has around one thousand somatic cells. Therefore, DTCs must signal to other tissues to modulate worm longevity. The signalling molecules will likely be increased in DTCs when the germline is removed. 

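The gene *tig-2* (WBGene00006570) lies on the minus strand of chromosome V from 4726719 to 4730169 (WBcel235), and its annotated start codon is at 4730118 to 4730120. The 4 WT libraries had 61, 172, 307 and 463 reads on it, and the 4 *glp-1* libraries 527, 372, 320 and 82. This was 39.3 ± 27.1 CPM in WT and 72.4 ± 57.5 in *glp-1* (SD, n = 4 each). The log2 fold change was 0.90 (standard error 0.81, adjusted p = 0.56 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the difference was not larger than the spread between libraries (exact two-sided permutation test of log2 CPM, p = 0.49). Leaving out *glp-1* library 4 moved the log2 fold change most, to 1.49, and leaving out *glp-1* library 2 lowered it to 0.37. DESeq2 gave 1.19 (standard error 0.91, adjusted p = 0.372). Over all alternatives the adjusted p of edgeR, DESeq2 or limma lay between 0.302 and 0.867. These p-values do not show that *tig-2* was unchanged. At a simulated log2 fold change of 3, larger than that of *tig-2*, edgeR recovered 7.5% of genes, limma-voom 13.5% and DESeq2 51%. These rates average over 200 changed genes of all dispersions, fewer than the DEGs of the real counts, and are not the power for *tig-2*. In the real counts, K02D10.1 passed at a log2 fold change of 1.54 (standard error 0.446, adjusted p = 0.0451 from edgeR). Smaller changes were not simulated.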

Following this speculation, we selected the secreted proteins upregulated by at least two-fold in the DTC of *glp-1* mutants, screened for the regulator of gonadal longevity by DTC-specific RNAi in *glp-1* mutants, and found a TGF-β ligand, *tig-2* (Gumienny and Savage-Dunn, 2013) (Dataset EV1). TGF-β signalling is critical in ageing (Luo et al, 2010; Luo et al, 2009; Shaw et al, 2007). 

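The other TGF-β ligand genes had fewer reads. *dbl-1* had 3, 23, 0 and 0 reads in the WT libraries and 18, 35, 79 and 61 in the *glp-1* libraries, a log2 fold change of 3.58 (standard error 1.78, adjusted p = 0.246 from edgeR's quasi-likelihood test). With TMM factors, each *glp-1* library had a higher level of *dbl-1* than each WT library (exact two-sided permutation test, p = 0.0286). On total counts alone the genotypes overlapped, with 18 of 9983599 reads in *glp-1* library 1 against 23 of 9164404 in WT library 2. *daf-7* had at most 6 reads in a WT library, and its reads in *glp-1* came from library 4 alone. *unc-129* had 72 reads in WT library 2 and 22 in *glp-1* library 3, and at most 3 in the other libraries. In 7 of the 8 libraries the level of *tig-2* was above that of each other ligand, and the exception was *glp-1* library 4, where *daf-7* had 88 reads and *tig-2* 82. The level of *tig-2* exceeded that of the highest other ligand by 48.97 ± 44.6 CPM (SD, n = 8; exact two-sided sign-flip permutation test, p = 0.0156), and by 36.5 with *glp-1* replicate 2 left out, the setting that moved it most. Within WT the difference was 36.8 ± 28.9 (SD, n = 4; exact test, p = 0.125, the smallest p that 4 libraries allow) and within *glp-1* 61.2 ± 58.4 (SD, n = 4; exact test, p = 0.25).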

Among the four TGF-β ligand genes detected in DTC, *tig-2* shows the highest expression (Fig. EV5A). Its promoter harbours ELT-3 and PQM-1 binding sites (Fig. EV5B). The two GATA TFs co-immunoprecipiated with *tig-2* promoter and activated a luciferase reporter driven by it in HEK293T cells (Figs. 5A and EV5C), showing that the two GATA TFs can directly interact with the promoter of *tig-2*. TIG-2::mCherry in the DTC of *glp-1* mutants is increased, compared with that of WT worms (Fig. EV5D). Moreover, RT-qPCR on isolated DTCs showed that *tig-2* was upregulated in the DTC of *glp-1* mutants, as the RNA-Seq data suggested (Figs. 5B and EV5E, and Dataset EV1). DTC-specific RNAi against *elt-3* or *pqm-1* suppressed the increase of *tig-2* in DTC (Figs. 5B and EV5E), confirming that *tig-2* is induced by the two GATA TFs upon the removal of germline in vivo.

**Figure 5:**
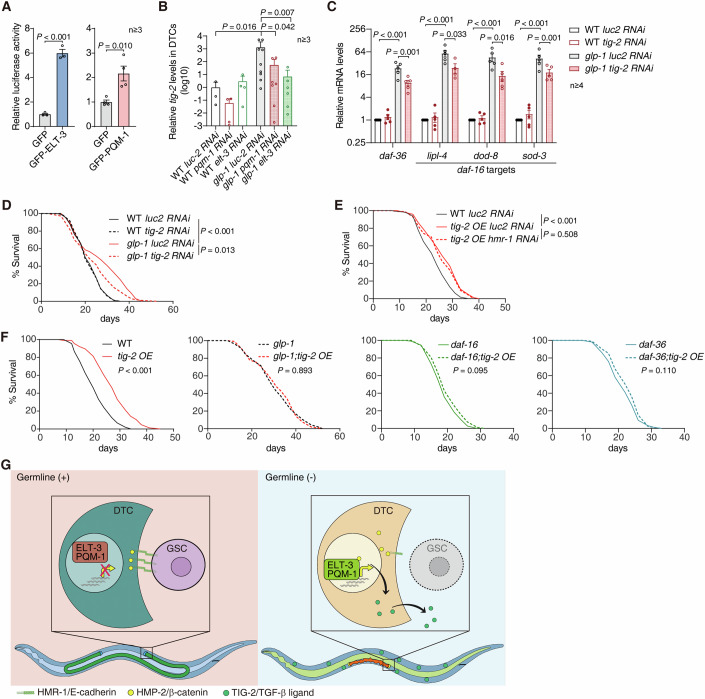
A TGF-β ligand from DTC is required for gonadal longevity. (**A**) The luciferase reporter driven by *tig-2* promoter is activated by GFP-tagged ELT-3 or PQM-1. Error bars: SEM. At least 3 biological replicates were examined. (**B**) *tig-2* is upregulated in the DTC of *glp-1* mutants by *elt-3* and *pqm-1*. At least 3 biological replicates were examined. Error bars: SD. (**C**) Inhibiting *tig-2* expression in DTC suppresses the upregulation of the indicated genes in *glp-1* mutant worms. Error bars: SEM. At least 4 biological replicates were examined. (**D**) Survival curves of WT worms and *glp-1* mutants under indicated DTC-specific RNAi treatments. DTC-specific inhibition of *tig-2* suppresses the 18.1% extension in median lifespan. (**E**) DTC-specific RNAi against *hmr-1* does not further extend the lifespan of the worms with *tig-2* overexpressed in DTC. Overexpressing *tig-2* in DTC and suppressing *hmr-1* in DTC extends median lifespan by 14.8% and 10.9%, respectively. (**F**) Overexpressing *tig-2* in DTC extends the lifespan of WT worms (20.6% extension in median lifespan), but not that of *glp-1*, *daf-16*, or *daf-36* mutants. (**G**) A graphic summary. The removal of germline disrupts the HMR-1/E-cadherin-based DTC-GSC adhesions, releasing HMP-2/β-catenin from the membrane. HMP-2 controls the transcriptomic changes in DTC through the two GATA TFs, ELT-3 and PQM-1. TIG-2/TGF-β ligand is thus upregulated in DTC and secreted to activate downstream gonadal longevity signalling. See Discussion for details. The firefly luciferase gene, *luc2*, serves as the negative control in RNAi assays. Unpaired *t*-test in (**A**–**C**), Mantel-Cox test in (**D**–**F**). A representative biological replicate is shown for lifespan analyses in (**D**–**F**). See source data for other biological replicates of (**D**–**F**) and detailed statistics. Source data are available online for this figure.

**Figure EV5:**
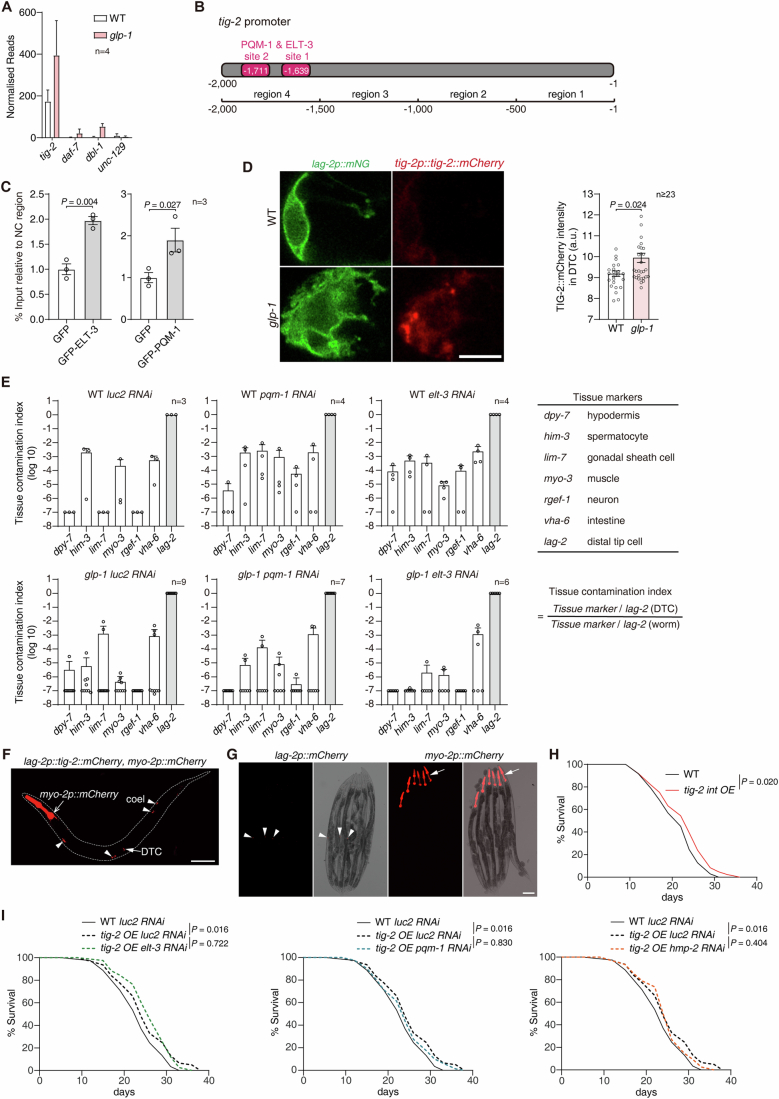
The induction of *tig-2* in DTC upon germline removal promotes longevity. (**A**) The expression level of the four detected TGF-β ligand genes in DTC-specific RNA-Seq. *n*: the number of biological replicates. Each sample of one biological replicate contains around 12 DTCs. Error bars: SEM. (**B**) A diagram showing the binding sites of ELT-3 and PQM-1 in *tig-2* promoter. (**C**) HEK293T cells co-expressing indicated GFP proteins and a luciferase reporter driven by *tig-2* promoter were subjected to ChIP analysis. Note that *tig-2* promoter is co-immunoprecipitated with GFP-ELT-3 and GFP-PQM-1. The 3’-UTR of luciferase serves as the negative control. 3 biological replicates were examined. Error bars: SEM. (**D**) The expression of TIG::mCherry in DTC is increased in *glp-1* mutants. lag-2p::mNG labels DTC. Representative optical slices focusing on DTC soma are shown. Scale bar: 5 μm. At least 23 biological replicates (DTCs) were examined. Error bars: SEM. (**E**) Isolated DTCs for RT-qPCR of *tig-2* were analysed for their purity. When gene expression was below the detection limit, the corresponding tissue contamination index was set as 10^−7^. At least 3 biological replicates were examined. Error bars: SD. (**F**, **G**) The expression of TIG-2::mCherry (**F**) and mCherry (**G**) by indicated promoters. The strong red fluorescence in the pharynx (**F**) is from the injection marker, *myo-2p::mCherry*. Note in (**F**) that TIG-2::mCherry is detected not only in DTC (arrow) but also in coelomocytes (arrowheads). mCherry driven by *lag-2* or *myo-2* promoter was not detected in coelomocyte. Arrowheads in (**G**) denote DTC, whereas arrows in (**G**) pharynx. Scale bar: 100 μm. (**H**) The artificial overexpression of *tig-2* in intestine extends the lifespan of WT worms (9.1% extension in median lifespan). (**I**) DTC-specific RNAi against *elt-3*, *pqm-1*, or *hmp-2* does not suppress the longevity induced by overexpressing *tig-2* in DTC (10.3% extension in median lifespan). The firefly luciferase gene, *luc2*, serves as the negative control in RNAi assays. Unpaired *t*-test in (**C**) and (**D**), Mantel-Cox test in (**H**) and (**I**). A representative biological replicate is shown for lifespan analyses in (**H**) and (**I**). See source data for other biological replicates and detailed statistics of (**H**) and (**I**). Source data are available online for this figure.

Inhibiting *tig-2* specifically in DTC from L3 suppressed the upregulated *daf-36* and *daf-16* targets in *glp-1* mutants (Fig. 5C). Furthermore, its RNAi in DTC abrogated the extended lifespan in *glp-1* mutants (Fig. 5D). These results, therefore, indicate that *tig-2* is required for the DTC-derived longevity signal upon the loss of germline. We further constructed a strain overexpressing *tig-2* by a DTC-specific promoter (Fig. EV5F,G). Besides DTC, the overexpressed TIG-2 was also observed in coelomocytes, the scavenger cells continuously taking in pseudocoelom fluids (Fig. EV5F), indicating that TIG-2 is secreted out from DTC. As expected, DTC-specific upregulation of *tig-2* extended lifespan in WT worms (Fig. 5E,F), showing that *tig-2* from DTC is sufficient to promote longevity. To confirm whether *tig-2* functions as a secreted factor to trigger gonadal longevity, we artificially overexpressed TIG-2::mCherry in the intestine, a tissue with little *tig-2* expression (Wang et al, 2022), and found worms lifespan was indeed increased upon the intestinal overexpression of *tig-2* (Fig. EV5H).

To further examine the position of *tig-2* in gonadal longevity signalling, we first examined its interaction with *hmr-1*, *hmp-2*, and the two GATA TFs. DTC-specific RNAi against these genes had no effect on the extended lifespan upon the overexpression of *tig-2* in DTC (Figs. 5E and EV5I), confirming that *tig-2* functions downstream of the *hmr-1*-*hmp-2*-GATA TF axis. Moreover, mutating *daf-16* or *daf-36* abrogated the longevity induced by DTC-specific upregulation of *tig-2* (Fig. 5F), indicating that *tig-2* works upstream of these known gonadal longevity signalling in somatic tissues.

## Discussion

In this study, we show that DTC, the niche of GSCs, is the source of gonadal longevity signalling. The loss of GSCs disrupts the cell adhesions between GSC and DTC, leading to the release of HMP-2/β-catenin in DTC from the cell membrane and the transcriptomic changes in DTC though GATA transcription factors ELT-3 and PQM-1. The TGF-β ligand, TIG-2, is thereby upregulated in and secreted from DTC, activating downstream signalling (e.g., DA signalling) in other somatic tissues to promote longevity. Conversely, in the DTC of an intact germline, HMP-2/β-catenin is retained at the DTC-GSC adhesions, ELT-3 and PQM-1 are not altered, and the expression and secretion of TIG-2 are low. Thus, gonadal longevity signalling is off, resulting in a normal lifespan (Fig. 5G).

Ageing and fertility are closely linked. The loss of germline is proposed to induce an unknown longevity signal in the somatic gonad (Kenyon, 2010). The somatic gonad not only encases the germline but also serves as its microenvironment (Lehmann, 2012). Hence, we examined the germline and the somatic gonad from the perspective of germ cells and their niche cells. Among all the germ cells, GSCs are essential to gonadal longevity (Arantes-Oliveira et al, 2002). DTC is the primary niche of GSC in *C. elegans* (Lehmann, 2012). As the interaction of stem cells and their niche is mutual and critical to each other (Chacon-Martinez et al, 2018; Lehmann, 2012), removing GSC could thus change DTC and induce the gonadal longevity signal.

There are only two DTCs in a worm. Previous transcriptomic studies on the whole worm could thus miss the somatic gonad-derived signal (Nakamura et al, 2016; Steinbaugh et al, 2015). Therefore, we profiled gene expression in isolated DTCs to test our hypothesis. Indeed, DTC undergoes a remarkable transcriptomic change when GSCs are removed (Fig. 1). Compared with the whole worm (Nakamura et al, 2016), DTC shows common and characteristic gene expression upon the loss of germline. The transcriptomic change in DTC could first manifest the tissue-specific longevity programs, as shown in worm and mouse tissues (Tabula Muris, 2020; Wang et al, 2022; Wang et al, 2024). Moreover, it also comprises the longevity signal from the somatic gonad, because suppressing *elt-3* and *pqm-1*, two GATA TFs predicted to upregulate gene expression in DTC, substantially inhibits gonadal longevity and downstream gonadal longevity signalling (Antebi, 2013) (Figs. 1 and 2). DTC-specific RNAi against either GATA TFs does not reduce DA/*daf-12* and *daf-16* signalling to the WT level, implying a redundancy of these two TFs. Nevertheless, such a reduction is enough to reduce the extended lifespan in germlineless worms to WT level, indicating that gonadal longevity does not require the full activation of the complex gonadal longevity pathways but rather a threshold of their collaborative activity. Similarly, *mml-1*/*mxl-2* regulates gonadal longevity but does not affect the *pha-4*/FOXA expression or DAF-16/FOXO nuclear localization (Lapierre et al, 2011; Lin et al, 2001; Nakamura et al, 2016). In addition to DTC, sheath cells in the somatic gonad interact with GSCs, as well (Killian and Hubbard, 2005; Starich et al, 2014). It will be interesting to test whether sheath cells also signal longevity upon the loss of GSCs.

E-cadherin-based cell adhesions are critical in stem cell-niche interaction. The intercellular signalling by E-cadherin is bidirectional, providing a perfect means for stem cells and niche cells to sense each other (Chacon-Martinez et al, 2018; Chen et al, 2013). β-catenin released from cell adhesions is also a pivotal signalling molecule driving various cellular responses (Valenta et al, 2012). Indeed, removing GSCs remarkably reduces the DTC-GSC adhesions. We further found that DTC responds to the absence of GSCs via the E-cadherin-β-catenin axis (Figs. 3, 4, and EV4). DTC-specific RNAi against *hmr-1*/E-cadherin does not extend lifespan or activate downstream gonadal longevity signalling as significant as the loss of GSCs. This could either be due to the insufficient RNAi efficiency, or suggest other GSC-niche communication (e.g., WNT) is involved (Xie, 2008). Similar to a previously report (Iyer et al, 2018), we found that HMP-2/β-catenin could interact with the two GATA TFs, which drives the transcriptomic changes in DTC (Figs. 1 and EV4), suggesting that HMP-2 might directly regulate the two GATA TFs. The detailed mechanism underlying the HMP-2-mediated regulation on the two GATA TFs upon germline removal will be an interesting issue in future studies.

We find that *tig-2*, a ligand in TGF-β signalling, activates downstream gonadal longevity pathways (e.g., DA signalling) from DTC (Fig. 5). Of note, TGF-β also activates DA signalling to promote reproduction at the dauer checkpoint (Fielenbach and Antebi, 2008). Moreover, TGF-β signalling, like many other signals from the stem cell niche, is crucial for stem cells maintainence, promotes GSC mitosis, and sustain germline quality (Chacon-Martinez et al, 2018; Dalfo et al, 2012; Liu et al, 2018; Luo et al, 2010). Various cues for the stemness and proliferation of stem cells are linked with longevity (Brunet et al, 2022). Therefore, gonadal longevity could result from a quality check for GSC by somatic gonad. When the germline fails the quality check upon the loss of GSCs, DTC signals to the absent GSCs, in an attempt to rescue reproduction while activating longevity signalling in other tissues.

Consistent with this hypothesis, DA signalling is not activated upon germline removal until the fourth larval stage (L4), when the germline is supposed to be mature and ready for quality assessment before reproduction (Shen et al, 2012). Similarly, disrupting DTC signalling from L3 effectively alters gonadal longevity (Figs. 2–4). While evolution is unlikely to favour longevity without reproduction, the gonadal longevity signalling from GSC quality control could be important to the survival of the worm population in the wild. When the GSC pool is compromised by harsh environmental conditions, such as food scarcity, the machinery identified in this study could trigger signalling to rescue reproduction and enhance the resistance of the somatic tissues. The stem cell niche maintains stem cells via many other secreted signalling molecules (Chacon-Martinez et al, 2018; Xie, 2008). Whether these factors could also promote longevity will be an exciting issue to explore.

The stem cell niche is highlighted for maintaining the enwrapped stem cells (Chacon-Martinez et al, 2018). Our findings show that DTC controls the longevity of the whole worm, underscoring that niche signalling also regulates other neighbouring tissues. The only stem cells in adult worms are GSCs, whereas mammals have numerous adult stem cells. The degradation of adult stem cell niches is critical in ageing by impairing stem cell-dependent regeneration (Brunet et al, 2022). Our findings suggest that the adult stem cell niche could also modulate ageing by directly signalling to nearby cells via paracrine or even to distant tissues via endocrine. Since the molecular components discovered in this study are well conserved, it will be interesting to see if a similar mechanism impacts ageing in vertebrates.

## Methods

### *C. elegans* strains and culture

*Caenorhabditis elegans* were grown on NGM plates with standard techniques at 20 °C unless otherwise noted (Brenner, 1974). The strains used in this study are listed in Dataset EV3. Some strains were provided by the CGC, which is funded by NIH Office of Research Infrastructure Programs (P40 OD010440). For synchronisation, eggs laid in the desired time window (4 h to O/N) were collected unless otherwise noted. To remove germline, *glp-1* mutants and corresponding control worms were grown at 25 °C from egg to day 1 of adulthood (D1) and then switched to 20 °C. All worms were examined at D1 unless otherwise noted.

### Cell culture and transfection

HEK293T cells (ATCC) were maintained in DMEM medium (Thermo Fisher Scientific, C11995500BT) supplemented with 10% fetal bovine serum (Thermo Fisher Scientific, 10099141) at 37 °C, 5% CO_2_. Cells were authenticated by morphology and tested for mycoplasma contamination before experiments. HEK293T cells were transfected using Lipomax Transfection Reagent (Sudgen, 32012) of PEI Transfection Reagent (Proteintech, Cat# PR40001) following the manufacturer’s instructions.

### Plasmid construction

All plasmids used in this study were constructed by Gibson Assembly. Primers used in plasmid constructions are listed in Dataset EV3.

To generate *L3781-lag-2p::tig-2::mCherry*, 2800 bp of the promoter from pJK590 and synthesised coding sequence of *tig-2* (Xinzhuo Biotech) were PCR and cloned into *L3781-mCherry* (Zhou et al, 2019).

To generate *L3781-lag-2p::mCherry*, 2800 bp of *lag-2* promoter were PCR amplified from N2 genomic DNA and cloned into *L3781-mCherry* (Zhou et al, 2019).

To generate *L3781-lag-2p::mGreenLantern::hmp-2*, 2800 bp of *lag-2* promoter and *hmp-2* PCR amplified from N2 genomic DNA, mGreenlantern amplified from H2B-mGreenLantern were cloned into L3781.

To generate *L3781-vha-6p::tig-2::mCherry.::tig-2 3’UTR*, *tig-2* cDNA was PCR amplified from N2 cDNA and cloned into *L3781-mCherry* (Zhou et al, 2019).

To generate *L3781-tig-2p::tig-2::mCherry*, 2 kb of *tig-2* promoter, *tig-2* cDNA and *tig-2* 3’UTR were inserted into L3781.

To generate *L3781-elt-3p::elt-3::mCherry::elt-3 3’UTR*, 2 kb of *elt-3* promoter and *elt-3* were amplified from N2 genomic DNA and inserted into *L3781-mCherry* (Zhou et al, 2019).

To generate *L3781-pqm-1p::pqm-1::mCherry::pqm-1 3’UTR*, 2 kb of *pqm-1* promoter and *pqm-1* were amplified from N2 genomic DNA and inserted into *L3781-mCherry* (Zhou et al, 2019).

To generate *pCFJ150-lag-2p::rde-1::P2A::mKate2*, *lag-2* promoter of 2982 bp was amplified from pJK590, *rde-1* from pCF1020, and *P2A::mKate2* from TC690.

To generate *pEGFP-elt-3*, *pEGFP-pqm-1*, and *pEGFP-hmp-2*, *elt-3*, *pqm-1*, and *hmp-2* cDNA were amplified from N2 cDNA and cloned at the C terminal, N terminal, and N terminal of *EGFP* in *pEGFP-c1*, respectively.

To generate *elt-3-FLAG* and *pqm-1::FLAG*, EGFP in pEGFP-c1 was first replaced with 3xFLAG tag. cDNA of *elt-3b* and *pqm-1* amplified from N2 cDNA were subsequently inserted at the N-terminal of 3xFLAG tag, respectively.

### Transgenes

*L3781-lag-2p::tig-2::mCherry*, *L3781-lag-2p::mGreenLantern::hmp-2*, *L3781-vha-6p::tig-2::mCherry*, *L3781-elt-3p::elt-3::mCherry::elt-3 3’UTR*, and *L3781-pqm-1p::pqm-1::mCherry::pqm-1* 3’UTR were respectively injected into N2 with an injection marker of *myo-2p::mCherry*, to generate *sydEx298*, *sydEx390*, *sydEx392*, *sydEx289*, and *sydEx282*.

To generate *sydIs135* and *sydIs148, L3781-lag-2p::mCherry* and *L3781-tig-2p::tig-2 cDNA::mCherry::tig-2 3’UTR* were injected into N2, respetively. Plasmid concentrations for microinjections were 50 ng/μl for the genes of interest and 2.5 ng/μl for the injection marker, respectively. The UV integration of *sydIs135* and *sydIs148* and the knock-in of *sydIs3308* were made by SunnyBiotech.

### DTC isolation

For RNA-Seq, worms expressing DTC-specific GFP were anesthetised in 7.5 mM levamisole at day 1 of adulthood. Gonads were dissected with an insulin needle. Dissected gonads were incubated in 20 mg/ml Pronase to segregate DTCs (Merck Millipore, 537088). On an Olympus IX73 microscope, DTCs were isolated from the undigested gonad by an insulin needle and picked by a broken microinjection needle (Harvard Apparatus) mounted on an Eppendorf TransferMan 4r.

For other purposes, worms were lysed, as reported (Zhou et al, 2019). In brief, worms were first lysed in 200 mM DTT, 0.25% SDS, 20 mM HEPES, and 3% sucrose with rocking at 700 rpm for 7 min at 20 °C and subsequently digested in 20 mg/ml Pronase (Merck Millipore, 537088) and 2 mg/ml Collagenase IV (Worthington, LS004186) with rocking at 1200 rpm for 5 min at 20 °C. Digested worms were transferred into PBS on a glass slide and subjected to DTC isolation by micromanipulation with an Eppendorf TransferMan 4r mounted on an Olympus IX73 microscope.

Isolated DTCs were transferred into 200 μl PBS with 0.1% BSA and further collected into ~4 μl PBS with 0.1% BSA. About 12 DTCs were collected for each sample. The sample purity was validated by RT-qPCR of tissue-specific genes.

### RT-qPCR

For RT-qPCR, more than 100 well-fed synchronised worms were collected into TRIzol Reagent (Invitrogen, 15596018) and column purified by RNeasy Mini (QIAGEN, 74104). cDNA was subsequently generated by TaKaRa PrimeScript™ RT reagent Kit (Takara, RR037A). Quantitative RT-PCR was performed with NovoStart^®^ SYBR qPCR SuperMix Plus (Novoprotein, E096) on a QuantStudio^TM^ 6 Flex Real-time PCR System (Applied Biosystems) or a CFX384 Touch^TM^ Real-Time PCR Detection System (Bio-Rad). A combination of *ama-1* and *cdc-42* was used as reference. At least three biological replicates, with four technical replicates in each, were examined. Primer sequences are listed in Dataset EV3 or as reported (Johnson et al, 2014; Kaplan et al, 2015; Zhou et al, 2019).

For RT-qPCR of isolated DTCs, cDNA was generated using TaKaRa PrimeScript™ RT reagent Kit (Takara, RR037A) as reported (Picelli et al, 2013). cDNA was further amplified for 29 cycles with Q5 (NEB, M0491) and diluted 3 times for qPCR.

### RNA-Seq of DTCs

Isolated DTCs were collected in RNase-free PCR tubes containing single-cell RNA lysis buffer with 0.45% (v/v) NP40. For each sample, 6 isolated DTCs were pooled together. Reverse transcription was performed using SuperScript II reverse transcriptase (Invitrogen, 18064014). cDNA was further PCR amplified with KAPA HiFi HotStart ReadyMix (KAPA Biosystems, KK2601) for 18 cycles. Tissue contamination and sample quality were examined by RT-qPCR of tissue-specific genes and housekeeping genes, respectively. Uncontaminated samples were subjected to automated single-cell RNA-Seq library construction based on the Bravo robot station (Peng et al, 2019). In brief, the PCR product was purified using 0.8x AMPure XP beads (Agencourt, A63881) and quantified with Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific, Q32856) on an Envision® Multilabel Plate Reader (PerkinElmer). cDNA library was constructed by Nextera XT DNA Library Preparation Kit (Illumina, FC-131-1096) and sequenced on an Illumina NovaSeq 6000 Sequencing System using a 150 bp paired-end-reads setting.

### RNA-Seq data analysis

For data analysis, reference genome sequences and gene annotation were downloaded from ENSEMBL (WBcel235). Raw data were pre-processed by Fastp (v0.12.1) (Chen et al, 2018) with default parameters. Cleaned data were then aligned to the reference genome via the software Hisat2 (v2.1.0) (Kim et al, 2015). FeatureCounts (v1.5.3) was used to count the reads mapped to each gene (Liao et al, 2014). The Differentially Expressed Genes (DEGs) were calculated by Deseq2 (v1.26.0) with padj <0.05 and fold of change >2 (Love et al, 2014).

To discover transcription factor binding motifs in the DEG promoters, start codons’ positions of these genes were extracted and analysed by findMotifsGenome.pl of HOMER (v4.11) based on *C. elegans* genome sequence of WBcel235 and with a parameter of ‘-size -600, +50 -len 8’ (Heinz et al, 2010). AnnotatePeaks.pl of HOMER was used to find individual motif occurrences in these promoters.

Gene set enrichment analysis was performed using WormCat (http://wormcat.com/) at its default settings (Holdorf et al, 2020). Significance scores were as Fisher’s exact test *P* values. Terms were considered significant if the *P* value < 0.05.

### RNA interference

RNAi experiments were performed as described (Kamath et al, 2001). For DTC-specific RNAi, synchronised worms were grown on OP50 plates until L3 and transferred to corresponding RNAi plates. For DTC-specific double RNAi, equal amounts of RNAi bacteria were mixed. The RNAi constructs against *hmr-1*, *hmp-2*, *tig-2*, GFP or mNeonGreen (mNG) were prepared in this study. The RNAi construct against a firefly luciferase (*luc2*) was used as control. The strain of HT115 [*L4440::luc2*] is a gift from Antebi lab in MPI-AGE. The strains of HT115 [*L4440::pqm-1*] and HT115 [*L4440::elt-3*] are gifts from Cai lab in ION, CAS.

### Laser ablation

To ablate the worm germline, worms at L1 were mounted on 5% agar pads and anesthetised using 7.5 mM levamisole. Laser ablation of Z2 and Z3 cells were performed on an Olympus SpinSR microscope. Worms post laser ablation were washed back onto plates with M9.

### Lifespan assays

Adult lifespan analysis was performed as reported (Gerisch et al, 2007). Worms were transferred to fresh plates every other day until day 10 of adulthood to avoid contamination from progenies and subsequently monitored every other day for dead worms. Worms undergoing internal hatching, bursting vulva, or crawling off the plates were censored. Statistical analysis was performed with the Mantel-Cox log-rank test.

### Microscopy

Worms were mounted on 5% agar pads and anesthetised using 7.5 mM levamisole. The images were captured using a Leica TCS SP8 to validate the effect of DTC-specific RNAi, a Zeiss LSM880 Ariyscan for HMR-1::GFP and GFP::HMP-2, an Olympus SpinSR for mGL::HMP-2, an Olympus FV3000 for the expression of *lag-2p::tig-2::mCherry*, and an Olympus BX53 microscope for other assays.

To quantify HMR-1::GFP and GFP::HMP-2 puncta, a Z-stack confocal images focusing on DTC soma were used to re-constitute DTC soma and part of its protrusion in 3D by Imaris (Oxford Instruments). The DTC membrane facing GSC was unbiasedly identified from the reconstituted DTC soma by Imaris. The puncta on this membrane were identified and counted by Imaris.

Fluorescence intensities were measured by Image J (NIH), with the background signal subtracted as reported (Shen et al, 2012). For the nuclear HMP-2 enrichment in DTC, the DTC nucleus was selected and the fluorescence intensity of mGL::HMP-2 was measured in the selected area.

### Luciferase reporter assay

HEK293T Cells were collected and examined for luciferase activity 48 h post-transfection by Dual-Luciferase® Reporter Assay System (Promega) on an EnVision® Multilabel Plate Reader (PerkinElmer), as the manufacturers instructed. At least three independent assays were performed.

### Co-immunoprecipitaton

48 h post transfection, cells were washed by PBS and collected into lysis buffer (Beyotime, P0013) with PMSF (Roche, 10837091001) and protease inhibitor (Merck, 539134) freshly added. After lysis, 30 μl of the supernatant was collected as input. The rest was incubated with Anti-GFP Affinity Beads (Smart-Lifesciences, SA070001) or Anti-DYKDDDDK Affinity beads (Smart-Lifesciences, SA042001) for 2–4 h at 4 °C. Afterwards, the beads were washed with lysis buffer and wash buffer (20 mM Tris, 150 mM KCl, 0.5% NP-40, 1 mM EDTA, 10% glycerol, 10 mM Na Pyrophosphate, pH 7.5) with protease inhibitor freshly added. Immunoprecipitated proteins were eluted by 2x SDS loading buffer or Gly-HCl (pH 3.0).

### Western blot

Proteins were separated by reducing SDS-PAGE and transferred to nitrocellulose membranes. Membranes were blocked by 5% defatted milk and then blotted with primary antibodies against GFP (1:2000, Santa Cruz, sc-9996, or Proteintech, 50430-2-AP), FLAG (1:2000, Sigma, F3165, F7425). HRP-conjugated secondary antibodies against mouse or rabbit IgG (1:5000, Life Technologies, G-21040, G-21234) were subsequently used. Signals of western blotting were captured by a Tanon^TM^ 5200 Chemiluminescent Imaging System, and analysed using Adobe Photoshop with background signals subtracted as reported (Zhang et al, 2021). Uncropped blots are shown in source data.

### Chromatin immunoprecipitation

HEK293T cells transfected with pEGFP, pEGFP-ELT-3, or pEGFP-PQM-1, with tig-2p::luciferase were subjected to chromatin immunoprecipitation (ChIP) 48 h post-transfection, as reported (He et al, 2021; Lee et al, 2006). In brief, cells were crosslinked by incubating with 1% paraformaldehyde for 10 min at room temperature. An incubation with 125 mM glycine was used to quench the reaction. Afterwards, cells were collected in HLB (50 mM HEPES-KOH, 150 mM NaCl, 1 mM EDTA, 0.1% sodium deoxycholate, 1% Triton X-100, 0.1% SDS, 1 mM PMSF, protease inhibitor cocktail, pH 7.5) and incubated on ice for 30 min. Cells were subsequently sonicated by a Q800R3 (Qsonica). Sonicated cell lysates were aliquoted as input. Lysates with 10 μg DNA was incubated overnight with 3 μl ChIP grade GFP antibody (Abcam, Cat# ab290) at 4 °C and immunoprecipitated using 30 μl ChIP-Grade Protein G Agarose Beads (CST, 9007S) for 2 h at 4 °C. Beads were washed with WB1 (50 mM HEPES-KOH, 150 mM NaCl, 1 mM EDTA, 1% sodium deoxycholate, 1% Triton X-100, 0.1% SDS, 1 mM PMSF, pH 8.0), WB2 (50 mM HEPES-KOH, 1 M NaCl, 1 mM EDTA, 0.1% Na deoxycholate, 1% Triton X-100, 0.1% SDS and 1 mM PMSF, pH 8.0), WB3 (50 mM Tris, 0.25 mM LiCl, 1 mM EDTA, 0.5% NP-40 and 0.5% Na deoxycholate, pH 8.0), and TE. After washing, TF-chromatin complex was eluted with 150 μl elution buffer (1% SDS, 100 mM NaHCO_3_). Immunoprecipitated complex was digested by RNase A (Sigma, EN0531) and proteinase K (NEB, P8107S), and then purified using StarPrep PCR & DNA Fragment Purification Kit (GenStar, D206-04). Purified DNA was analysed by qPCR. The cDNA (211-277) of luciferase served as the negative control (NC). The primers used are listed in Dataset EV3. The signal of the promoter region in immunoprecipitants relative to that in input was compared.

### Statistical analysis

Tukey correction was used in the comparison of multiple samples. Statistical tests in RT-qPCR assays were from the dCt values. Statistical tests were performed as indicated using GraphPad Prism (GraphPad software), unless otherwise noted. The changes with *P* values smaller than 0.05 are considered as statistically significant. *P* values calculated by GraphPad were rounded to three decimal places. Sample size was determined by referring to well-accepted previous studies. The investigators were blinded to the genotypes and dsRNA treatment. Detailed information on statistics is shown in source data.

## Supplementary information

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Movie EV1

Movie EV2

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

EV Figure Source Data

Expanded View Figures

## Data Availability

The DTC-specific RNA-Seq data from this publication have been deposited to the GEO database (https://www.ncbi.nlm.nih.gov/geo) with the accession ID of GSE213802 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE213802). All other data and non-commercial materials and reagents are available from the corresponding author upon reasonable request. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-024-00185-3.

# Supplementary material for: Germline loss in C. elegans enhances longevity by disrupting adhesion between niche and stem cells
**Source:** EMBO J. 2024 Jul 25;43(18):9. doi: 10.1038/s44318-024-00185-3
**Supplement:** Supplementary file 12 — Expanded View Figures

## Expanded View Figures

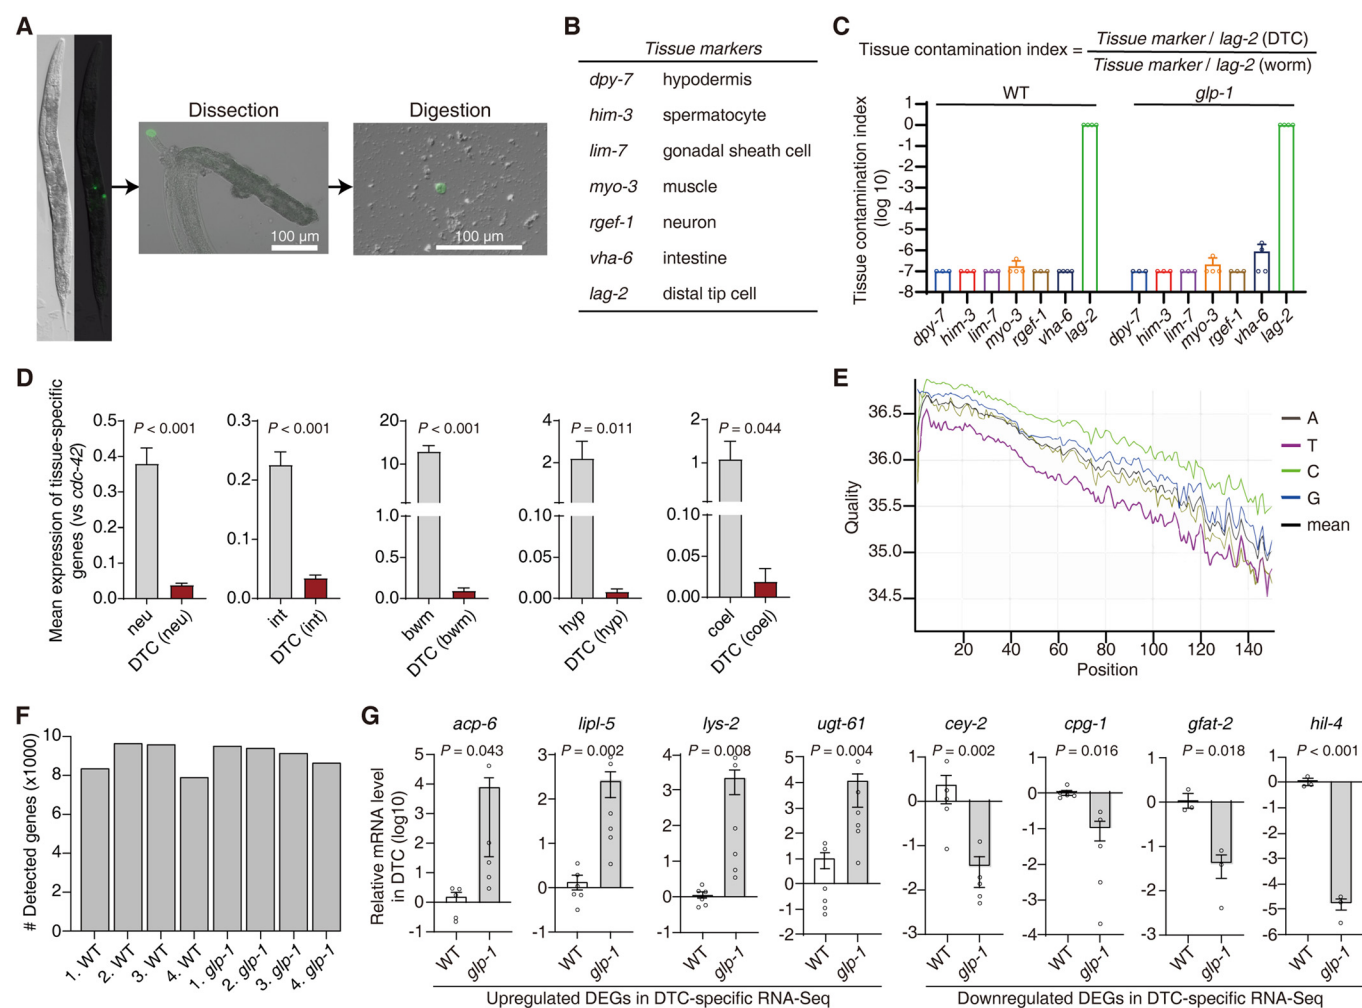

**Figure EV1. RNA-Seq of the isolated DTCs from WT worms and *glp-1* mutants.**

(A) The workflow of isolating GFP-labelled DTCs from worms. Scale bar: 100  $\mu\text{m}$ . (B) A list of tissue marker genes. (C) RT-qPCR analysis for the purity of isolated DTCs subjected to RNA-Seq. When gene expression was below the detection limit, the corresponding tissue contamination index was set as  $10^{-7}$ . At least 4 biological replicates were examined. Error bars: SD. (D) The expression of genes detected specifically in neuron (neu), intestine (int), body wall muscle (bwm), hypodermis (hyp), and coelomocyte (coel) by RNA-Seq (Wang et al, 2022) and in our DTC-specific RNA-Seq dataset. *cdc-42* serves as a reference gene for normalization. 345, 140, 33, 24, and 4 genes specifically detected in neu, int, bwm, hyp, and coel are analysed by their mean expression levels. Error bars: SEM. Unpaired *t*-test. At least 4 biological replicates were examined. (E) Reads quality of RNA-Seq on isolated DTCs. Quality shows the error rate of indicated bases. The higher the base quality value is, the less likely the base is mis-detected. The error rate corresponding to quality 30 is 99.9%, and 40 is 99.99%. (F) Detected genes in the indicated DTC samples. (G) RT-qPCR of isolated DTCs for the representative upregulated and downregulated genes identified by DTC-specific RNA-Seq. Unpaired *t*-test. At least 3 biological replicates were examined. Source data are available online for this figure.

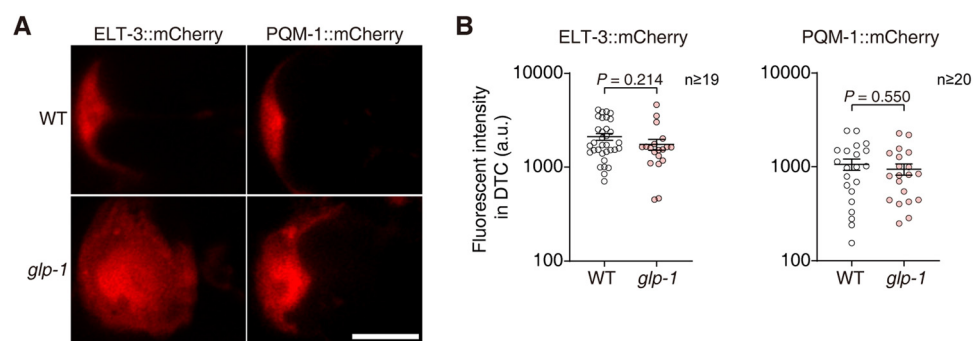

**Figure EV2. The loss of germline does not change the expression of ELT-3 or PQM-1 in DTC.**

(A) The expression of ELT-3::mCherry or PQM-1::mCherry in the DTC of indicated strains. Representative optical slices focusing on DTC soma are shown. Scale bar: 5 μm. (B) Quantification of the fluorescent intensity of ELT-3::mCherry and PQM-1::mCherry in the DTC of indicated strains. Error bars: SEM. Unpaired *t*-test. At least 19 biological replicates (DTCs) were examined. Source data are available online for this figure.

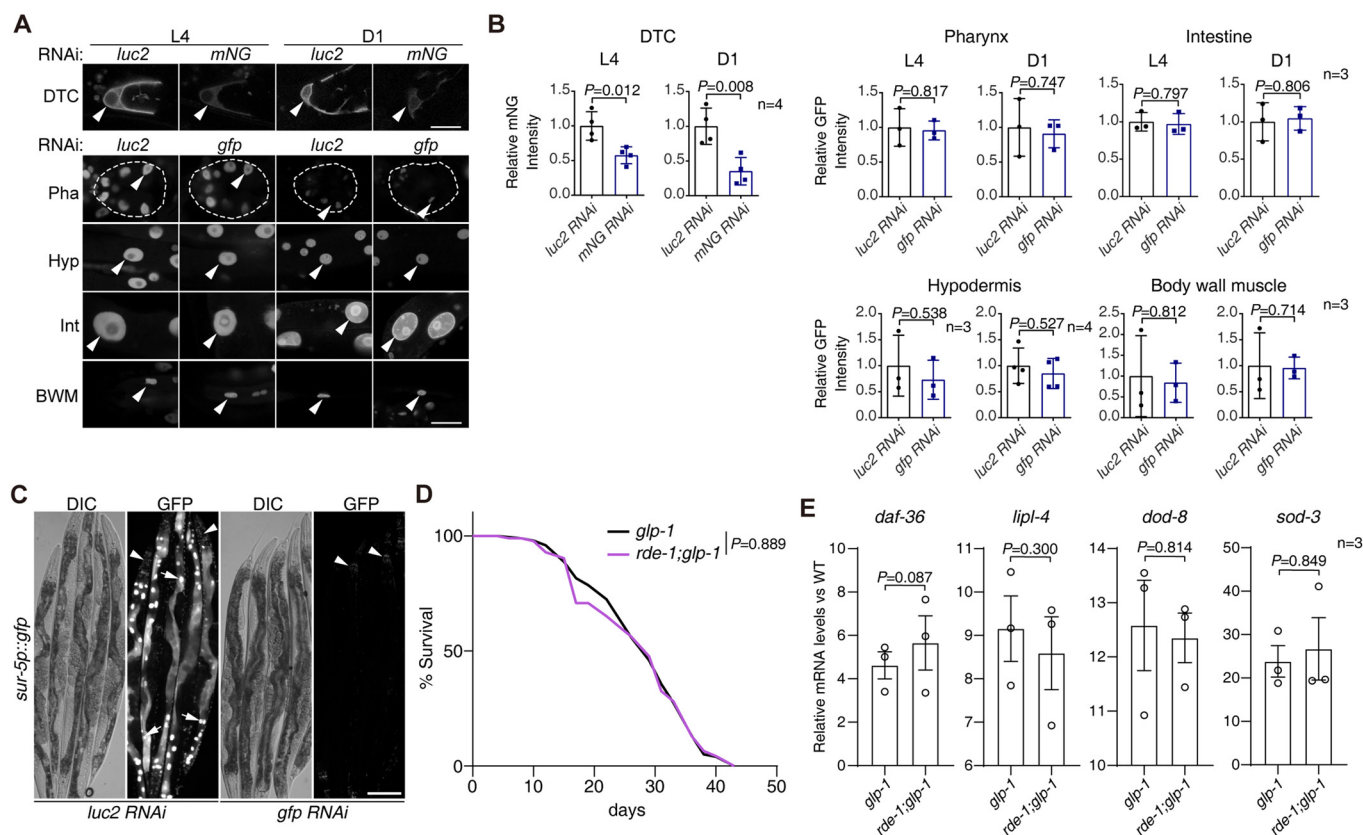

**Figure EV3. The validation of the specificity of RNAi in DTC.**

(A) Representative images of RNAi against mNG in DTC and GFP in other indicated tissues in the strain of DTC-specific RNAi. The strain for DTC-specific RNAi is a *rde-1* mutant with *rde-1* rescued in DTC via a single copy transgene, as reported by Sherwood lab. mNG was driven by the promoter of *lag-2*, whereas GFP was by the promoter of *sur-5*. Arrowheads denote the tissues of interest. L4: the 4th larval stage, D1: day 1 of adulthood. Scale bar: 10  $\mu$ m. (B) The fluorescent intensity of mNG in DTC and GFP in other tissues upon indicated DTC-specific RNAi treatment. Error bars: SD. Unpaired *t*-test. At least 3 biological replicates were examined. (C) RNAi against *gfp* efficiently reduces the expression of *sur-5p::GFP* in WT worms. Note that the GFP signal in neurons are barely affected by *gfp* RNAi due to the insensitivity of RNAi in this tissue. Arrows denote intestine, arrowheads denote head neurons. Scale bar: 100  $\mu$ m. (D) The survival curves of *glp-1* and *rde-1;glp-1* mutants. Mantel-Cox test. A representative biological replicate is shown for lifespan analyses. See source data for other biological replicates and detailed statistics. (E) The transcription of indicated genes in *glp-1* and *rde-1;glp-1* mutants. Error bars: SEM. Unpaired *t*-test. 3 biological replicates were examined. The firefly luciferase gene, *luc2*, serves as the negative control in RNAi assays. Source data are available online for this figure.

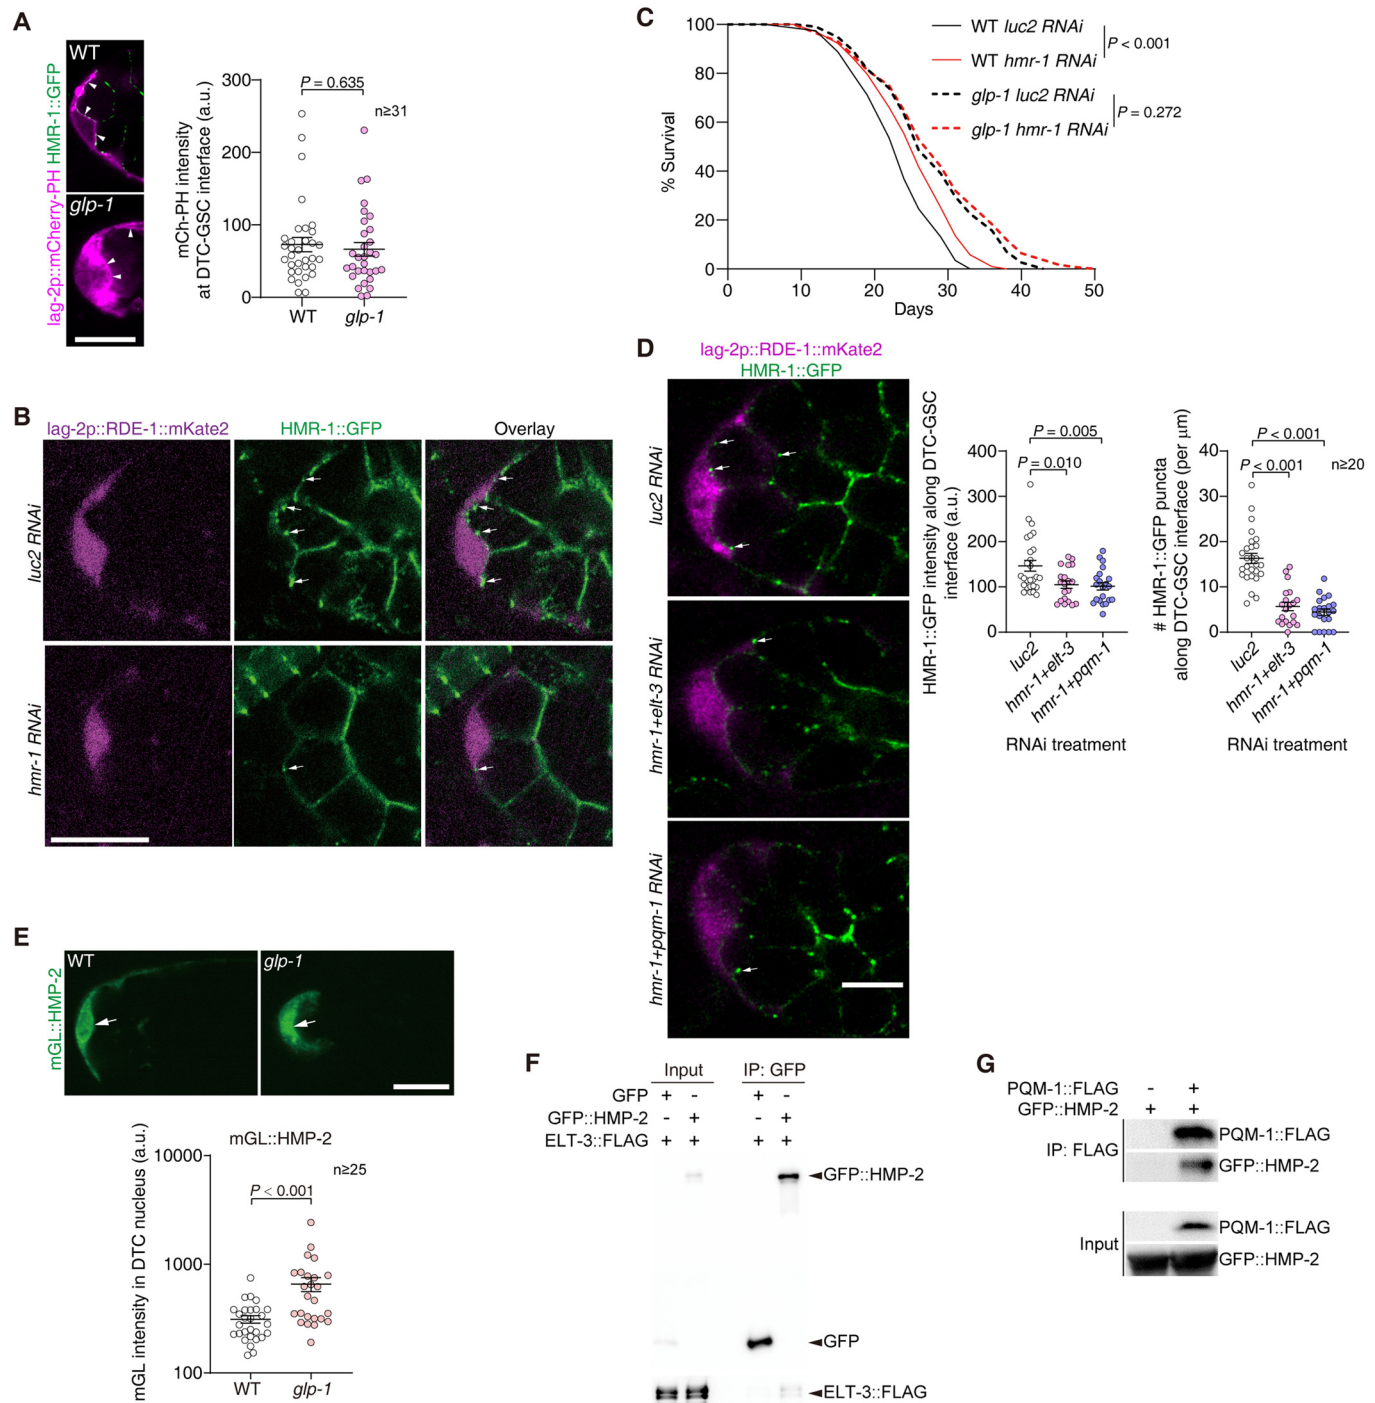

**Figure EV4. The reduction of cell adhesions between DTC and GSC induces gonadal longevity.**

(A) The membrane bound mCherry-PH is not decreased at DTC-GSC interface (arrowheads), unlike HMR-1::GFP labelled cell adhesions. Two optical slices from the Z-stack in Fig. 3B are shown. Unpaired *t*-test. Error bars: SEM. Scale bar: 10  $\mu\text{m}$ . At least 31 biological replicates (DTCs) were examined. (B) DTC-specific RNAi against *hmr-1* reduced DTC-GSC adhesions (arrows) but not the adhesions in other germline cells. lag-2p::RDE-1::mKate2 labels DTC. Representative optical slices focusing on DTC soma are shown. Scale bar: 10  $\mu\text{m}$ . (C) DTC-specific RNAi against *hmr-1* extends the lifespan of WT worms (8.7% extension in median lifespan) but not that of *glp-1* mutants. Mantel-Cox test. A representative biological replicate is shown. See source data for other biological replicates and detailed statistics. (D) HMR-1::GFP signal along the DTC-GSC interface and DTC-GSC adhesions (arrows) are significantly reduced upon the DTC-specific double RNAi against *hmr-1* and indicated GATA TFs (same as Fig. 3E, F). Representative optical slices focusing on DTC soma are shown. Scale bar: 5  $\mu\text{m}$ . Unpaired *t*-test. Error bars: SEM. At least 20 biological replicates (DTCs) were examined. (E) The nuclear localization of mGreenLantern (mGL)-tagged HMP-2 (arrows) is increased in the DTC of *glp-1* mutants. Representative optical slices focusing on DTC soma are shown. Scale bar: 10  $\mu\text{m}$ . Error bars: SEM. Unpaired *t*-test. At least 25 biological replicates (DTCs) were examined. (F, G) Co-immunoprecipitation of ELT-3::FLAG (F) or PQM-1::FLAG (G) with GFP::HMP-2 in HEK293T cells. The firefly luciferase gene, *luc2*, serves as the negative control in RNAi assays. Source data are available online for this figure.

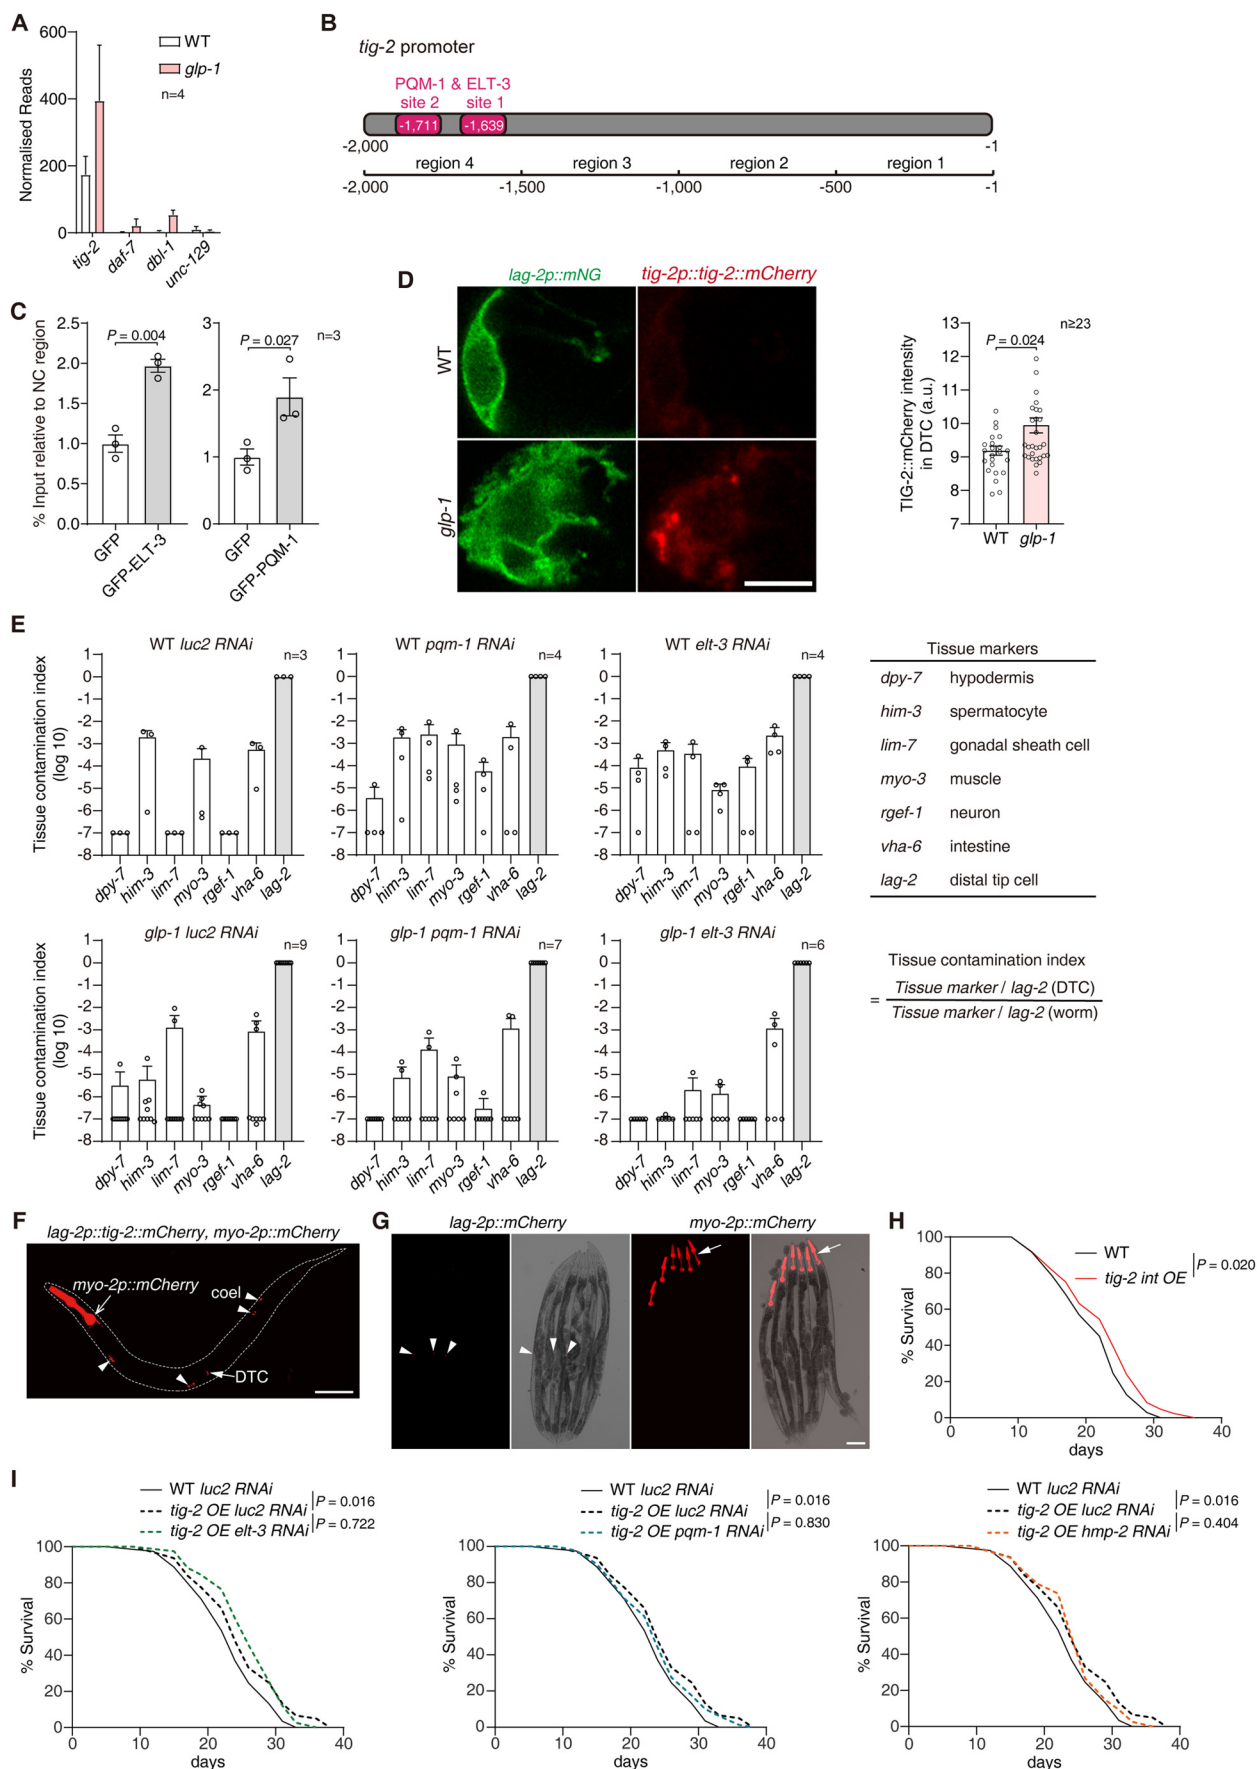

◀ **Figure EV5. The induction of *tig-2* in DTC upon germline removal promotes longevity.**

(A) The expression level of the four detected TGF- $\beta$  ligand genes in DTC-specific RNA-Seq. *n*: the number of biological replicates. Each sample of one biological replicate contains around 12 DTCs. Error bars: SEM. (B) A diagram showing the binding sites of ELT-3 and PQM-1 in *tig-2* promoter. (C) HEK293T cells co-expressing indicated GFP proteins and a luciferase reporter driven by *tig-2* promoter were subjected to ChIP analysis. Note that *tig-2* promoter is co-immunoprecipitated with GFP-ELT-3 and GFP-PQM-1. The 3'-UTR of luciferase serves as the negative control. 3 biological replicates were examined. Error bars: SEM. (D) The expression of TIG::mCherry in DTC is increased in *glp-1* mutants. *lag-2p::mNG* labels DTC. Representative optical slices focusing on DTC soma are shown. Scale bar: 5  $\mu$ m. At least 23 biological replicates (DTCs) were examined. Error bars: SEM. (E) Isolated DTCs for RT-qPCR of *tig-2* were analysed for their purity. When gene expression was below the detection limit, the corresponding tissue contamination index was set as  $10^{-7}$ . At least 3 biological replicates were examined. Error bars: SD. (F, G) The expression of TIG-2::mCherry (F) and mCherry (G) by indicated promoters. The strong red fluorescence in the pharynx (F) is from the injection marker, *myo-2p::mCherry*. Note in (F) that TIG-2::mCherry is detected not only in DTC (arrow) but also in coelomocytes (arrowheads). mCherry driven by *lag-2* or *myo-2* promoter was not detected in coelomocyte. Arrowheads in (G) denote DTC, whereas arrows in (G) pharynx. Scale bar: 100  $\mu$ m. (H) The artificial overexpression of *tig-2* in intestine extends the lifespan of WT worms (9.1% extension in median lifespan). (I) DTC-specific RNAi against *elt-3*, *pqm-1*, or *hmp-2* does not suppress the longevity induced by overexpressing *tig-2* in DTC (10.3% extension in median lifespan). The firefly luciferase gene, *luc2*, serves as the negative control in RNAi assays. Unpaired *t*-test in (C) and (D), Mantel-Cox test in (H) and (I). A representative biological replicate is shown for lifespan analyses in (H) and (I). See source data for other biological replicates and detailed statistics of (H) and (I). Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

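RNA was measured in 8 libraries of isolated DTCs, 4 from WT worms and 4 from *glp-1* mutants, at day 1 of adulthood. The authors preprocessed the reads with Fastp, aligned them to WBcel235 with Hisat2 and counted them per gene with FeatureCounts, and the deposited values are raw counts per gene and library, without normalization. The text of the paper does not name the strand, pairing or multi-mapping options of the counting, so reads of overlapping, antisense and near-identical genes are uncertain. The table holds 46748 genes, of which 43693 were matched to a gene symbol through the Ensembl annotation of WBcel235 and a table of gene names. Coordinates are the lowest start and highest end that the authors' table gives for each gene.

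The genotype of each library was taken from its label. The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 (the paper names an earlier version of DESeq2). The comparison of *glp-1* with WT used TMM normalization, the default filter of edgeR on low counts, which kept 7935 genes, and the quasi-likelihood test with Benjamini-Hochberg adjustment. Genes with an adjusted p-value under 0.05 and an absolute log2 fold change above 1 were called DEGs. The standard error of a log2 fold change was computed from the F statistic of the test. Where every library of a genotype had at most 3 counts, the fold was computed against 3 counts and is a lower bound. Levels in CPM used total counts and TMM factors, and principal components used a prior count of 2. Single values were compared with exact permutation tests, for which 4 libraries against 4 give no p below 0.0286. Total counts lay between 2754053 and 9983599 per library, and a level of 3 counts corresponded to at most 1.21 CPM.

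Same-numbered WT and *glp-1* libraries were pools of different worms, and the replicate number came from the labels. The tools were tested on simulated data, drawn for the real genes with the real dispersions and 200 genes changed. With a log2 fold change of 6, edgeR recovered 86.5% of the changed genes among 7419 tested and DESeq2 89.5% among 7935. With a log2 fold change of 3, edgeR recovered 7.5% among 7379 tested and DESeq2 51.0% among 7935. The false calls at a log2 fold change of 6 were 1 of 174 for edgeR and 67 of 246 for DESeq2. At a log2 fold change of 3 they were 0 of 15 for edgeR and 56 of 158 for DESeq2. The dispersions and fold sizes of these simulations were chosen after a first simulation, in which dispersions were limited to 1.

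The genes named are those the paper names for the DTC RNA-Seq and the 5 largest increases and 5 largest decreases past the cut-offs whose libraries did not overlap between genotypes; *dod-8* was not matched to a gene of the table. Families were taken by gene name and tested with one-sided Fisher's exact tests, and marker sets were tested with fry of edgeR. The alternatives were other normalizations, filters and tools, the replicate number as a block, the number of detected genes as a covariate, and leaving out each library. Promoter motifs were not analysed here, since no genome sequence was used. The whole-worm data, the tissue gene lists of the paper, the WormCat lists and the RT-qPCR data were not used here.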

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

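The levels of 70 groups of 4 libraries were searched for a library far from the other 3, and 18 were found. Chance gives about 3.5 for normally distributed values, which CPM at low counts are not. A gene read in a single library of a group is always found, so 3.5 is no measure of chance for these genes. Tests of library size, gene length, sperm genes and of splits for families and marker sets were chosen after the results were seen, and the test on hypodermis markers was set earlier but was read as undecided only after its value was seen.

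In *glp-1* library 1 the hypodermis marker sum was 6984 CPM (the others were at most 582), *col-139* 2542 (at most 128), *col-159* 1399 (at most 74.7), *cdc-42* 102.1 (at most 41.5), *lim-7* 60.0 (at most 10.5), *pqm-1* 21.7 (at most 0.808) and *daf-36* 4.59 (at most 0.404). The TMM factor of this library was the lowest of the 8, at 0.698, which raises each of its levels. For the hypodermis sum and the collagen genes, RNA of hypodermis carried along in this library is a candidate source. Hypodermis markers over all libraries did not pass the threshold (fry of edgeR, adjusted p = 0.0863). The adjusted p was 0.0370 relative to *cdc-42* and 0.00932 without *glp-1* replicate 3, and lay between 0.00932 and 0.451 over all alternatives. By the criterion written for it the test counted against that source, but it compares genotypes and does not address RNA carried in a single library. Only 2 of 11 markers were tested, and the pattern cannot be told apart from carried RNA.

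Single libraries also stood apart at low counts. They were *daf-7* in *glp-1* library 4 (16.3 CPM) and in WT library 3 (1.39), *unc-129* in WT library 2 (7.81) and *glp-1* library 3 (3.34), *him-3* in *glp-1* library 2 (11.7), *dpy-7* in WT library 3 (18.1), *sod-3* in WT library 3 (13.5), *lim-7* in WT library 1 (4.94), *daf-36* in WT library 2 (4.45) and *myo-3* in WT library 4 (30.6). *hmr-1* was low in WT library 1 (62.9, against at least 89.5). Except for *hmr-1*, each gene had at most 3 counts in each of the other 3 libraries of that genotype, and no cause was tested for any of them. No biological explanation was tested.

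Genes of major sperm proteins and other sperm markers summed to 327 CPM on average in *glp-1* libraries, above the highest WT library at 18.6. The highest *glp-1* library was number 3, with 1002, and the lowest was number 4, with 18.7. RNA of residual germ cells forming sperm is a candidate source. The exact two-sided permutation test of this sum (p = 0.0286, adjusted over 8 sets p = 0.229) restates the difference that prompted it and does not test the source. The set did not pass the threshold in the fry test of edgeR (adjusted p = 0.112, 1 marker tested), but did without *glp-1* replicate 4 (0.00493), and its adjusted p lay between 0.00493 and 0.352 over all alternatives. Among the DEGs of DESeq2, 9 of 21 major sperm proteins were upregulated (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.000588). Reads of these near-identical genes could be split, and expression in DTCs cannot be excluded.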

How the results depend on the processing

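The marker sums without *perm-2*, without *unc-54* and without *unc-119*, and the yardstick for the share of PC1, were chosen after the results were seen. The number of DEGs depended on the tool and the filter. Without a filter on low counts, 859 genes were up and 696 down, DESeq2 gave 1277 up and 960 down, and limma-voom gave 644 up and 786 down, against 415 and 456. With other normalizations, a filter of 10 reads in 4 libraries, a robust fit or the number of detected genes as a covariate, both counts stayed within 1.5 times those values. DESeq2's size factors shifted the median log2 fold change of all genes from -0.21 to -0.0047, and the split became 469 up and 382 down. Across the 8 fits that each left out a library, DEGs ranged from 324 to 601 up and from 205 to 657 down. In simulated data with a log2 fold change of 6, false calls were 1 of 174 with edgeR, 67 of 246 with DESeq2 and 1 of 153 with limma-voom. With a log2 fold change of 3 they were 0 of 15, 56 of 158 and 1 of 28. The cause of the differences between tools in the real counts was not tested further.

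The correlation of deviations of same-numbered libraries was 0.0496 on average, and these were pools of different worms. With the replicate number as a block there were 368 DEGs up and 370 down, 10 families, 5 marker sets and a log2 fold change of *tig-2* of 0.79. Under the block, the log2 fold changes of *lag-2* and *cdc-42*, which were not past the threshold, changed sign to 0.020 and -0.018. The block also took *him-3* past the threshold (log2 fold change -8.37, adjusted p = 0.0243 from edgeR, against 0.130 without the block). Leaving out each library moved *lag-2* between -0.40 and 0.35 and *cdc-42* between -0.23 and 0.57. The adjusted p of the DTC marker set then ranged from 0.293 to 0.972 (fry of edgeR), with the direction reversed without WT replicate 1 (0.804).

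The log2 fold change of *tig-2* was positive in all 18 alternatives, from 0.37 to 1.49, with adjusted p-values from 0.302 to 0.867 (edgeR, DESeq2 or limma). These p-values show no stability. At a simulated log2 fold change of 3, edgeR recovered 7.5% of genes, limma-voom 13.5% and DESeq2 51%. These rates are averages over the changed genes and not the power for *tig-2*, and smaller changes were not simulated. The excess of *tig-2* over the other ligands stayed between 36.5 and 56.1 CPM. PC1 held 73.4% of the variance without logarithm, 37.3% with genes scaled to unit variance, 37.7% over all genes with a read, and from 44.7% to 52.5% with each library left out. Shares were compared with the SD of the leave-one-out values, 2.61. Its scores separated the genotypes except without logarithm (exact permutation test, p = 0.543). Clustering gave 8 of 8 libraries in their genotype's branch under each of the 4 alternatives. Detected genes averaged 8911 with at least 5 reads, 8217 with at least 10 and 8773 with at least 1 CPM; their difference between genotypes ranged from -41.5 to 811 with each library left out. The cause of these changes was not tested.

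Between 10 and 17 families and between 4 and 6 marker sets passed the threshold. Of 495 values for single genes, marker sets and marker sums, 23 changed: 4 weaker, 13 stronger and 6 reversed in sign. The stronger values include the sums without *perm-2*, *unc-54* and *unc-119*, which were chosen after the results were seen. The GATA motif alternatives were not run, since no genome sequence was used. At between 2754053 and 9983599 counts per library, a gene at 0 reads may still be expressed below 3 counts; with all libraries thinned to the smallest total, 9644 genes were detected on average.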

Differences from the paper's values

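The paper's number of upregulated genes in DTCs is 1277, and edgeR found 415. The paper's number of downregulated genes is 966, and edgeR found 456. Among the alternatives set before the data were examined, DESeq2 with its defaults gave 1277 upregulated and 960 downregulated genes, and the fit without a filter on low counts gave 859 and 696, both within 1.5 times the paper's numbers. For the downregulated genes alone, limma-voom, with 786, and leaving out WT replicate 4, with 657, did so as well. The other normalizations, the filter of 10 reads in 4 libraries, the robust fit, the replicate block, the covariate and the other leave-one-out fits did not. The paper's methods name DESeq2.

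The paper selects *tig-2* among secreted proteins raised in *glp-1* DTCs by its fold cut-off. The log2 fold change of *tig-2* in edgeR was 0.90, below a log2 fold change of 1, and its adjusted p was 0.56. It was above 1 with DESeq2 (1.19, adjusted p = 0.37), with DESeq2's size factors in edgeR (1.18), and with WT replicate 3, WT replicate 4 or *glp-1* replicate 1, 3 or 4 left out (1.33, 1.11, 1.05, 1.31 and 1.49). It was also above 1 with upper-quartile normalization and without a filter, at 1.00 in each after rounding. The adjusted p lay between 0.302 and 0.867 over all alternatives (edgeR, DESeq2 or limma). With a standard error of 0.81 in edgeR, these p-values do not show that *tig-2* was unchanged.

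The paper states that *tig-2* shows the highest expression of the TGF-β ligand genes. By mean level *tig-2* was also highest here, with 39.3 CPM in WT and 72.4 in *glp-1*. The highest other means were 1.95 for *unc-129* in WT and 10.0 for *dbl-1* in *glp-1*. Only the order within a single library differed. In *glp-1* library 4 *tig-2* had 82 reads against 88 for *daf-7*, while *tig-2* was highest in the other 7 libraries.

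The first component of Fig. 1A separates the genotypes and accounts for 66.7% of the variation. Over the settings tried here the PC1 share lay between 37.3% and 73.4%. On unlogged normalized counts the PC1 share was 73.4% and the scores did not differ between genotypes (exact permutation test, p = 0.54), while on log2 values they did, with a share of 47.7%.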

Other observations

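The tests on germline, intestine, hypodermis and muscle markers and on splits for DEGs were set before the data were examined. Those on library size, gene length, *unc-54*, *unc-119*, *perm-2*, sperm genes and the splits for families and marker sets were chosen after the results were seen. The tests on hypodermis and on *unc-54* were first read as decided, against and for the explanation, and as undecided only after their values were seen.

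Downregulated DEGs may include RNA of germ cells carried along with WT DTCs. The germline marker set was lower in *glp-1* libraries (fry of edgeR, adjusted p = 0.000958), and 19 of the 28 germline markers tested were downregulated DEGs. The sum of all 32 markers did not differ (exact permutation test, p = 0.34), because *perm-2* rose from 167 ± 62.9 to 3090 ± 2498 CPM (SD, n = 4 each). Without *perm-2*, removed after its values were seen, the sum was 5476 ± 3432 in WT and 367 ± 143 in *glp-1* (exact permutation test, p = 0.0286, the smallest possible). *glp-1* mRNA itself was at most 1 read in each mutant library. Of the 456 downregulated genes, 244 were highest in WT library 1, 160 in library 2, 32 in library 3 and 20 in library 4, and the sums of all germline markers in these libraries were 7618, 9528, 3161 and 2263 CPM. With 4 libraries no correlation was computed. The germ cell explanation remains, and expression of these genes in WT DTCs was not told apart from it.

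Upregulated DEGs may likewise include RNA of other tissues. Markers of intestine (adjusted p = 0.0162) and body wall muscle (adjusted p = 0.000865) were higher in *glp-1*, as were those of neuron (adjusted p = 0.000865) and gonadal sheath (adjusted p = 0.00285, all fry of edgeR), while those of hypodermis did not pass the threshold (0.0863). Library size did not differ (exact permutation test, p = 0.80), and log2 fold changes did not follow gene length (Spearman's rho across genes -0.011). Of the 415 upregulated genes, 278 were highest in *glp-1* library 1, 89 in library 2, 24 in library 3 and 24 in library 4. A change within DTCs cannot be told apart from carried RNA by these counts.

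The grouping by genotype was compared with other splits of the 8 libraries. Of the 8 splits that part all same-numbered libraries, 1, the real one, gave as many DEGs up, as many down, as many families and as many marker sets, a share that cannot go below 0.125 in such a design. Of all 35 splits also only the real one did. The other 34 gave 0 DEGs, with between 23 and 587 genes at an unadjusted p under 0.05, against 1904 for the genotypes. Each of these other splits mixes the genotypes within its groups, so the difference between genotypes adds to the spread there and lowers the calls. Their 0 DEGs therefore do not measure what chance alone gives. The splits outside those 8 keep some same-numbered libraries together.

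*unc-54*, a muscle myosin gene, had 12005 ± 9439 CPM in WT (SD, n = 4), while the other 11 muscle markers together had 299 ± 211. These others rose to 3908 ± 2392 in *glp-1* (exact permutation test, p = 0.0286). *unc-54* followed *unc-119* over the 8 libraries (Pearson's r = 0.948, exact permutation p = 0.000347, adjusted 0.00139 over 4 relations; Spearman's rho = 0.952, exact p = 0.00114; r = 0.931 without the 2 libraries farthest from the median). It followed *lag-2* less closely (r = 0.774, exact p = 0.00915, adjusted 0.0122; rho = 0.786, exact p = 0.0279; r = 0.551 without those 2). *unc-119* followed *lag-2* (r = 0.863, exact p = 0.00141, adjusted 0.00283; rho = 0.857, exact p = 0.0107; r = 0.700 without the 2 libraries farthest in *unc-119*). *unc-54* did not follow the muscle gene *unc-15* (r = 0.386, exact p = 0.331; rho = 0.190, exact p = 0.665; r = -0.29 without those 2). Within a genotype, 4 libraries are too few for these relations. A candidate source is a transgene transcribed with *lag-2* that carries parts of these genes, such as the GFP marker; the counts cannot tell it from expression of *unc-54* in DTCs.

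*elt-3* had 0 reads in all WT libraries and 270, 27, 1 and 118 in *glp-1* libraries, at least 34.1-fold higher on average. *pqm-1* had 151 reads in *glp-1* library 1 and at most 3 in each other library. The paper reports the ELT-3 and PQM-1 reporter proteins as unchanged in DTCs. *elt-3* did not pass the filter of edgeR, and DESeq2 gave an adjusted p of 6.30e-05. *hmr-1* and *hmp-2* mRNA did not differ between genotypes, with log2 fold changes of 0.12 and -0.60 and adjusted p-values of 0.92 and 0.70 from edgeR.

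Only part of Dataset EV1, with 1998 genes, was read, and edgeR tested 302 of these. For the 1998 genes, the log2 fold changes of DESeq2 computed here differed from the paper's by a median of 5.98e-06 after the sign was turned. Of the 284 upregulated DEGs of edgeR among them, 273 are past the paper's cut-offs.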
